# The impact of the genetic background on gene deletion phenotypes in *Saccharomyces cerevisiae*

**DOI:** 10.15252/msb.20198831

**Published:** 2019-12-09

**Authors:** Marco Galardini, Bede P Busby, Cristina Vieitez, Alistair S Dunham, Athanasios Typas, Pedro Beltrao

**Keywords:** chemical genomics, genetic background, LoF phenotypes, *Saccharomyces cerevisiae*, Chromatin, Epigenetics, Genomics & Functional Genomics, Genetics, Gene Therapy & Genetic Disease

## Abstract

Loss‐of‐function (LoF) mutations associated with disease do not manifest equally in different individuals. The impact of the genetic background on the consequences of LoF mutations remains poorly characterized. Here, we systematically assessed the changes in gene deletion phenotypes for 3,786 gene knockouts in four *Saccharomyces cerevisiae* strains and 38 conditions. We observed 18.5% of deletion phenotypes changing between pairs of strains on average with a small fraction conserved in all four strains. Conditions causing higher wild‐type growth differences and the deletion of pleiotropic genes showed above‐average changes in phenotypes. In addition, we performed a genome‐wide association study (GWAS) for growth under the same conditions for a panel of 925 yeast isolates. Gene–condition associations derived from GWAS were not enriched for genes with deletion phenotypes under the same conditions. However, cases where the results were congruent indicate the most likely mechanism underlying the GWAS signal. Overall, these results show a high degree of genetic background dependencies for LoF phenotypes.

## Introduction

While a mutation can be associated with specific disorders, it has long been observed that not all individuals carrying the disease variant will manifest it. Even for diseases caused by mutations in a single gene (i.e. monogenic disorders), incomplete penetrance is frequent, presumably due to differences in the genetic background (Kammenga, 2017; Hou *et al*, 2018). Modulators of penetrance of disease‐causing variants have been identified for many human diseases (Cohen *et al*, 2005; Flannick *et al*, 2014; Chen *et al*, 2016) and loss‐of‐function (LoF) mutations in different model organisms (Hamilton & Yu, 2012; Chari & Dworkin, 2013; Vu *et al*, 2015; Chow *et al*, 2016; Mullis *et al*, 2018). This impact of the genetic background on the phenotypic consequence of LoF mutations affects our ability to predict phenotypes based on genetic variants. In *Saccharomyces cerevisiae* and *E. coli*, gene deletion phenotypes have been extensively measured for all genes across hundreds of stress conditions (Hillenmeyer *et al*, 2008; Nichols *et al*, 2011). However, genes carrying putative LoF mutations in different strains are only weakly predictive of expected gene deletion phenotypes (Jelier *et al*, 2011; Galardini *et al*, 2017; Wagih *et al*, 2018). Understanding the extent and the mechanisms by which the effect of LoF variants depends on the genetic background is critical for the development of personalized medicine.

While there are many known examples of background dependencies on LoF mutations, few comprehensive studies have addressed this phenomenon. Studies in *S. cerevisiae* have shown that 5% of essential genes are dispensable between two closely related strains (Dowell *et al*, 2010). In addition, the deletion of 7 chromatin‐associated genes was shown to have quantitative differences in growth for 10 different conditions across 2 *S. cerevisiae* genetic backgrounds (Mullis *et al*, 2018). The genetic underpinning of these differences was mapped using 1,411 wild‐type and mutant yeast cross progeny revealing a large number of underlying genetic interactions (Mullis *et al*, 2018). In addition to these yeast studies, a systematic RNAi experiment in *C. elegans* showed that 20% of the 1,400 genes tested had different mutant phenotypes across two backgrounds and natural variation in gene expression accounted for some of the observed differences (Vu *et al*, 2015). Recently, gene deletion libraries were generated for 3 other backgrounds of *S. cerevisiae* (Busby *et al*, 2019) other than the original reference laboratory strain library (Winzeler *et al*, 1999). Growth measurements of these knockout libraries in the presence of statin identified strong differences in gene deletion phenotypes across the four genetic backgrounds. The availability of these libraries now allows for the systematic genome‐wide study of the impact of the genetic background on gene deletion phenotypes.

Here, we have measured the growth for 4 *S. cerevisiae* deletion collections in a panel of 38 perturbations. The growth of the gene deletion strains shows a large variation across the genetic backgrounds with an average of 18.5% gene–condition associations changing in each strain across all pairwise comparisons. Genes with the largest number of strain‐dependent changes of growth had above‐average number of genetic and physical interactions suggestive of a role of genetic interactions in these changes. Conditions eliciting variable growth rates among the wild‐type strains tended to have the largest number of strain‐specific variation in gene deletion phenotypes. Finally, we have measured the growth profiles of a panel of 1,006 *S. cerevisiae* natural isolates (Peter *et al*, 2018) across the same conditions, identifying several variants associated with differences in growth that we linked to causal genes through the gene deletion analysis.

## Results

### Gene deletion growth measurements for 38 conditions in 4 *S. cerevisiae* genetic backgrounds

We measured growth for 17,186 total gene knockouts in 4 *S. cerevisiae* genetic backgrounds (S288C, UWOPS87‐2421, Y55, YPS606) with 3,786 gene deletions measured in all backgrounds. The four strains used are genetically diverse with an average of 5.4 to 5.9 SNPs/kb relative to the laboratory “reference” strain S288C (Winzeler *et al*, 1999; Busby *et al*, 2019; Fig 1A). The deletions were arrayed as colonies in a 1,536 agar plate format and were robotically pinned onto agar plates containing the 38 different conditions (Materials and Methods; Fig 1B). Colony size at the endpoint was used as a proxy for fitness, and deviation from the expected growth was calculated, taking into account the replicate measurements, using the S‐score (Collins *et al*, 2006; Kapitzky *et al*, 2010; Nichols *et al*, 2011; Fig 1B). The expected growth model assumes that the fitness of a gene deletion in a given condition should be the product of fitness of the independent perturbations (i.e. gene deletion and stress condition). Positive and negative S‐scores indicate gene deletions that confer resistance and sensitivity to a given condition, respectively. The list and description of the 38 conditions is available in Table EV1. These include environmental stresses (e.g. heat, high osmolarity, DNA damage), drugs (e.g. caspofungin, clozapine), metabolic conditions (e.g. amino acid starvation) or combinations of stressors.

**Figure 1:**
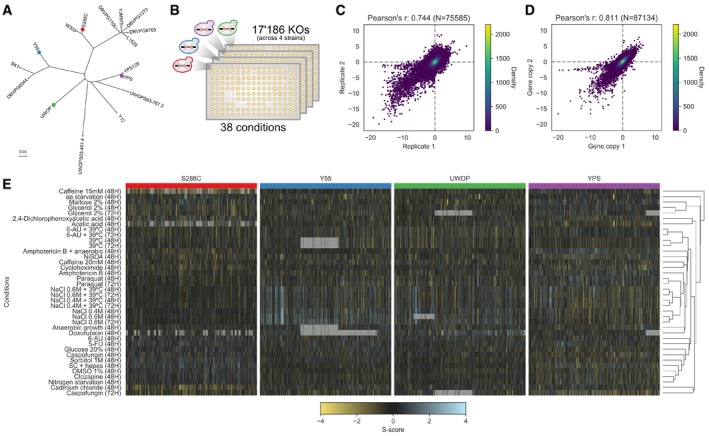
Chemical genomic screen across four *Saccharomyces cerevisiae* strains Core genome phylogeny of part of the *Saccharomyces* Genome Resequencing Project (SGRP) yeast isolates; coloured dots indicate the four strains whose KO library was screened in this study.Schematic of the chemical genomic screen; each strain's KO library was robotically plated on 1,536 solid agar plates, and each KO colony size was used as a proxy for fitness in each condition.Reproducibility of the S‐scores using the two batches used in the screening.Reproducibility of the S‐scores using genes having multiple independent colonies plated in the screening.Clustered heatmap of the whole chemical genomic screen; each subsection belongs to an individual strain's KO library. Grey cells indicate missing values.

In total, we measured 876,956 gene–condition S‐scores representing the measurements of resistance or sensitivity of each gene knockout in each condition for the four genetic backgrounds (provided as Table EV2). A statistically significant resistance or sensitivity to a given condition is defined as a growth phenotype. The assay is highly reproducible as measured by the correlation of the S‐scores using either 13 conditions that were replicated in two batches (Fig 1C, Pearson's *r* = 0.744, *P* < 1E‐50) or 2,293 genes that were spotted as replicates on the plates at different locations (Fig 1D, Pearson's *r* = 0.811, *P* < 1E‐50). The correlation of S‐scores for pairs of gene recapitulates known functional relationships between genes (Fig EV1), further confirming the high quality of the screening data. We observed large differences in the profile of gene deletion growth measurements for the four different strains (Fig 1E) that can be quantified taking into account the high reproducibility of the assay.

**Figure EV1:**
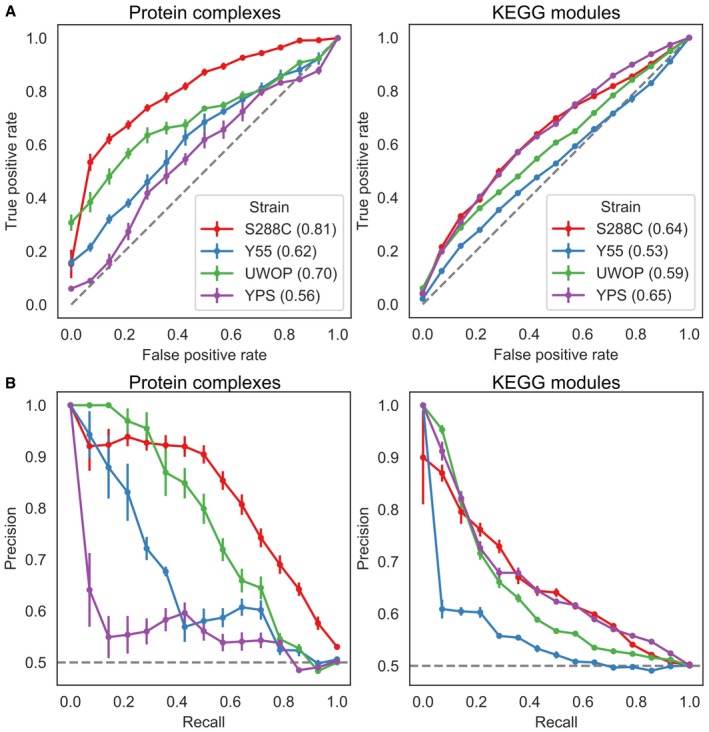
Benchmarking of S‐scores A, BReceiver operating characteristic (ROC) curves (A) and precision–recall curves (B) for two gene functional interaction sets across the four KO libraries. Numbers between parentheses in (A) represent the area under the curve (AUC). Error bars indicate the Mean Absolute Deviation over 10 replicates with random gene pairs as the negative set.

### Quantification of genetic background differences of deletion phenotypes

The gene deletion S‐scores for the 38 conditions defines the growth profile of the loss of a given gene. If the growth differences of deleting a gene were the same regardless of the genetic background, these quantitative growth profiles would be highly correlated when comparing the S‐scores of the same KO in two different strains. We correlated the S‐scores of the same gene deletion for pairs of strains as a measure of similarity of their growth profiles and plotted the distribution of correlations for all genes in Fig 2A. On average, the similarity of S‐scores of the same gene knockout in different strains is only marginally higher than the observed for the correlation of scores for random pairs of genes (Fig 2A). The lack of correlation could be explained by the large fraction of KOs with no strong response across the conditions screened, resulting in differences in quantitative scores dominated by technical variability. In line with this, the similarity of S‐scores across strains increases for gene knockouts having larger numbers of significant deletion phenotypes (Fig 2A). However, even for gene deletions with many phenotypes the correlation across strains remains low, when compared with biological replicates within the same strain.

**Figure 2:**
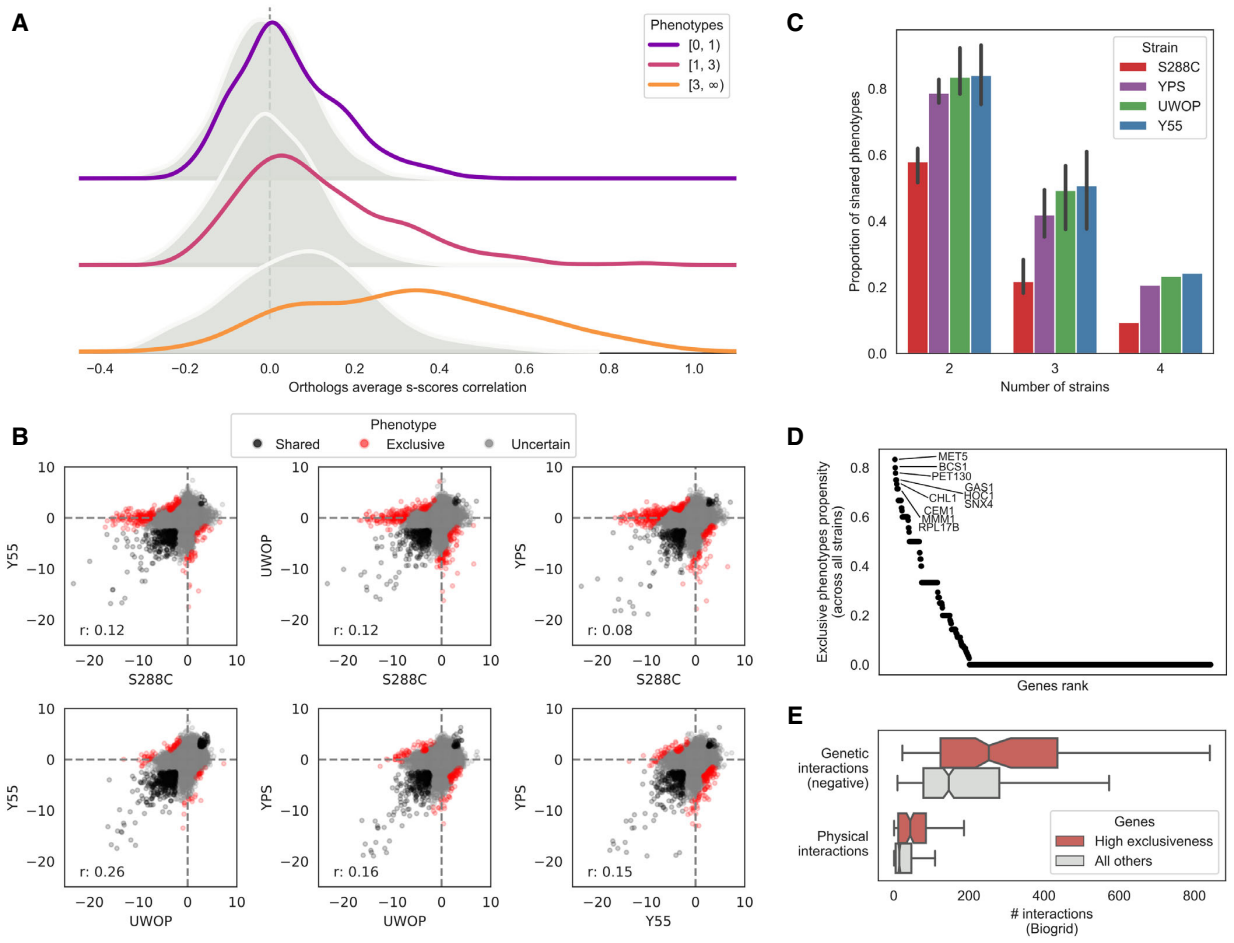
Systematic assessment of genetic background dependencies of gene deletion phenotypes Average S‐score Pearson's correlation between the same genes (orthologs, solid line) and random gene pairs (shaded distribution) across all the 38 conditions and four strains. Genes are stratified by the number of conditions in which they show a significant phenotype across the four strains.S‐score scatterplots for each pairwise strain comparison, highlighting conserved phenotypes (black points), significant changes (red points) and gene–condition relationships for which no call can reliably be made (grey points). “*r*”, Pearson's *r* value.Fraction of deletion phenotypes in each strain conserved with other stains in pairwise, three‐way and four‐way comparisons. Error bars represent standard deviation for all pairwise and three‐way comparisons. Only a four‐way comparison is possible for each strain so no error bars are represented in these cases.Gene exclusiveness: a measure of each gene's propensity to change its chemical genomic profile across strains. The top 10 genes’ names are reported.Genes with high exclusiveness (> 0) tend to have a higher number of negative genetic and physical interactions (as reported in the BioGRID database). The central vertical line indicates the median, the box delimits the lower and upper quartile of the distribution and the whiskers extend to 1.5 times the Inter‐Quartile Range (IQR) plus the lower and upper quartile of the distribution, respectively.

In order to identify statistically significant differences of growth in each condition, we used an empirical null model that takes into account the variance of the assay and the mean dependence of the variance for the S‐score (Bandyopadhyay *et al*, 2010; Materials and Methods; Fig EV2). For each pair of strains, we identify the gene deletion phenotypes that were significantly shared (Fig 2B, black) or exclusive (Fig 2B, red) to each genetic background (Materials and Methods). We then used only the significantly shared/exclusive phenotypes, excluding other phenotypes (Fig 2B, grey), to calculate the fraction of shared/exclusive phenotypes for each pair of strains. We performed all pairwise comparisons for each strain. We then calculated the average fraction of shared phenotypes that a strain has with each of the other three strains (Fig 2C), which ranged from 58% for S288C to 84% for Y55. This fraction drops further for phenotypes significantly conserved across more strains with 22–51% observed in three strains and 9–24% of gene deletion phenotypes significantly conserved in all four backgrounds (Fig 2C). These highly conserved phenotypes include very central genes relevant for the corresponding responses such as sensitivity to osmotic stress (*hog1Δ*), drug efflux (*pdr5Δ*) and amino acid biosynthesis (*adeΔ*,* metΔ*,* serΔ*,* trpΔ*), among others (Table EV3). Only a small fraction (3–5%) of the phenotypes that are not conserved between pairs of strains show a reversal in sign whereby the deletion causes resistance to the stress in one background but increased sensitivity in another background (Table EV4). We observed the strongest reversal for *met5Δ* exposed to amino acid starvation, which has a strong sick phenotype in YPS and UWOP, but shows increased resistance when knocked out in S288C. Since the S288C KO library is based on the BY4741 *met17Δ* (Cherry *et al*, 2012) strain, a hypothetical explanation for this phenotype reversal could be a positive genetic interaction between MET5 and MET17. We observed few changes in these proportions when varying the significance threshold for calling phenotypes, indicating the robustness of these trends (Fig EV3).

**Figure EV2:**
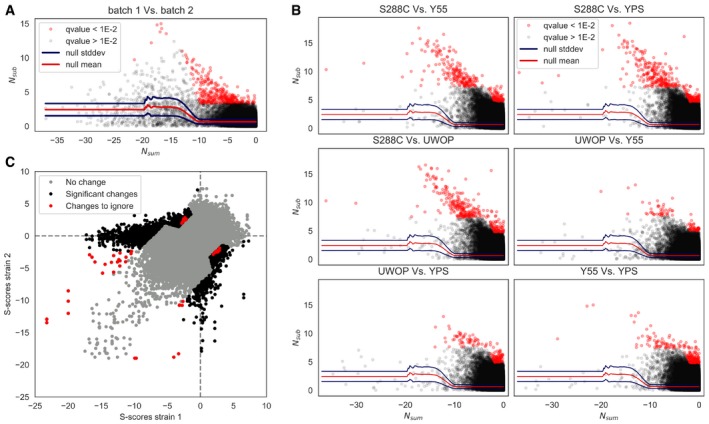
Calling significant differences in S‐scores Null model to call significant S‐score differences.All strains pairwise comparisons, indicating S‐scores that change significantly between each pair.Overview of all strains’ pairwise comparisons; “changes to ignore” refers to significant changes (corrected *P* < 0.01) that are inconsistent (see Materials and Methods).

**Figure EV3:**
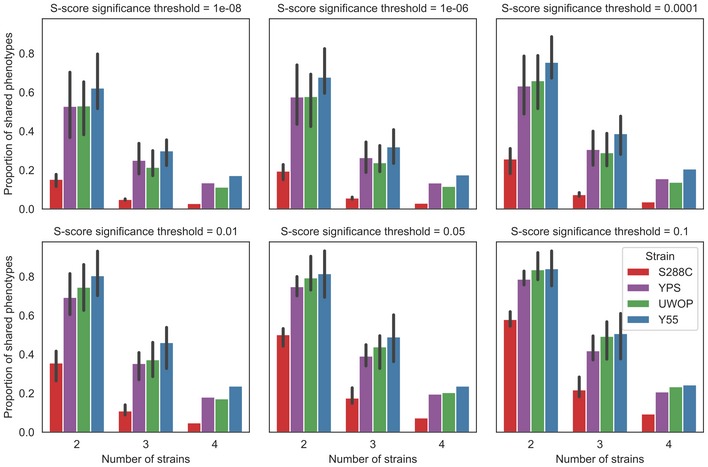
General invariance of shared phenotypes when varying the significance threshold Proportion of shared phenotypes for different S‐score significance thresholds on calling phenotypes. Error bars indicate the 95% confidence interval.

To ascertain the degree of errors in the quantification of changes in gene deletion phenotypes, we performed two independent assessments of the false‐positive rate. For the first test, we analysed as biological replicates 2,326 gene deletions that are spotted in duplicate on all of the four genetic backgrounds. We determined the gene–condition S‐scores for each replicate separately and determined the fraction of growth phenotypes that were different when comparing the replicates (Materials and Methods). Any difference in the phenotypes determined for the replicates can be considered an error, giving us an estimated error rate. At a *q*‐value below 0.01 (per strain), we detected 2.6, 3.5, 4.5 and 0% false positives for S288C, UWOP, Y55 and YPS, respectively. Additionally, to account for errors in the generation of deletion strains or accumulation of other issues associated with large libraries (e.g. secondary or compensatory mutations, wrong mutations, cross‐contamination), we created 16 new deletion strains (Materials and Methods) in each of the four backgrounds. We then performed a smaller scale screen on 10 conditions and determined gene–condition S‐scores (Table EV5). The average correlation coefficient of the S‐scores between the new replicated KOs and the library KOs was typically higher than 0.6 for all strains. The exception was the S288C laboratory strain, which tended to have lower correlations (Fig EV4). We used the same procedure to determine the error rate in determining a change in phenotypes for the new replicated KOs and found 17.6, 1, 2.7 and 1.59% for S288C, UWOP, Y55 and YPS, respectively. The rate of error was below 3% with the exception of S288C, which was close to 18%. This higher rate of error for S288C is likely due to accumulated secondary or compensatory mutations in the S288C KO library, which is consistent with previous reports (Teng *et al*, 2013). It is likely that these genomic differences will tend to incorrectly inflate the phenotype differences observed for S288C when compared to other strains (Fig 2C).

**Figure EV4:**
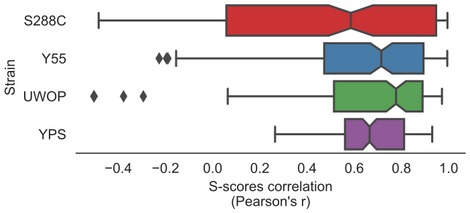
Correlation between S‐scores of the original KOs and the new ones Each data point corresponds to an individual gene. The central vertical line indicates the median, the box delimits the lower and upper quartile of the distribution and the whiskers extend to 1.5 times the inter‐Quartile Range (IQR) plus the lower and upper quartile of the distribution, respectively.

We next focused on the gene knockouts that had the largest number of background‐dependent changes in phenotypes. We ranked all gene deletions according to the proportion of changes over all tested conditions (Fig 2D, Table EV6) and observed that the genes that change their deletion phenotypes at least once (*N* = 242) had also a higher number of genetic and physical interactions partners based on data collected in the BioGRID database (Chatr‐Aryamontri *et al*, 2017) for the S288C laboratory strain (Fig 2E; genetic interactions: Kolmogorov–Smirnoff test, *P*‐value: 1.00E‐9, Cohen's *d*: 0.53; physical interactions: *P*‐value: 5.19E‐11, Cohen's *d*: 0.49). Significant results are observed also when restricting the analysis to systematic studies reporting at least 2,000 interactions (*P*‐value and effect sizes of 1.19E‐18 and 0.55, and 1.4E‐13 and 0.49 for genetic and physical interactions, respectively). This suggests that the degree of interactions of genes, and therefore their degree of functional connections, is correlated with the probability that a deletion phenotype will depend on the genetic background. It has been shown previously that the number of gene deletion phenotypes of a given gene correlates with its number of genetic interactions (Costanzo *et al*, 2010). To determine whether our observation depends indirectly on this relationship, we repeated the analysis comparing groups of genes with similar number of growth phenotypes but different numbers of strain‐specific phenotypes. This had no impact on the significance of the observed relationship between the number of physical/genetic interactions and number of changes in gene deletion phenotypes.

Genes with many changes in gene deletion phenotypes were enriched in GO terms related to endosomal transport (13 genes over 242, *q*‐value = 0.006), mitochondrion organization (23 genes over 242, *q*‐value = 0.007), cellular respiration (11 genes over 242, *q*‐value = 0.007) and cell wall organization or biogenesis (20 genes over 242, *q*‐value = 0.009; Table EV7). These genes were not more likely than others to be highly conserved (*P* = 0.065), have a higher fraction of disordered regions (*P* = 0.49) or show expression changes in optimal growth conditions across the 4 yeast strains (Fisher's exact test *P* > 0.05; Table EV8).

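RNA of the S288C, YPS, Y55 and UWOP strains was sequenced in 24 libraries. Each strain had 3 libraries without caffeine and 3 libraries after 4 h in 20 mM caffeine, and all cultures were harvested at an OD of 0.4. The sample labels name the S288C strain BY4742, and they give each library its own number from 25 to 48, which is used here to name single libraries. The authors pseudo‐aligned the reads with kallisto to transcripts of the reference genome and deposited the estimated count of 6713 transcripts in each library, without normalization. The estimated counts are not whole where kallisto divided reads between similar transcripts, which was the case for between 15.8% and 18.6% of the transcripts of a library. The stated options of kallisto do not include a strand option, so values of overlapping and antisense genes are uncertain. The total per library ranged from 8714049 to 29524968 estimated counts, with a median of 21107258. Without caffeine, the totals were between 16909110 and 23806897 in S288C (median 19737547), between 18558576 and 29303365 in YPS (median 21475083), between 8714049 and 19397972 in Y55 (median 18175381) and between 18059686 and 22732629 in UWOP (median 19376428). In caffeine, they were between 13967433 and 24942687 in S288C (median 22125082), between 20739433 and 25490973 in YPS (median 23828484), between 10429068 and 29524968 in Y55 (median 28698256) and between 17145330 and 25186963 in UWOP (median 23073275). For the values given here, the estimated counts were rounded and normalized with edgeR's TMM method. The 6400 transcripts kept by edgeR's filter on low counts, called genes from here on, held 99.998% of all counts. All 24 libraries entered 1 fit with a coefficient for each of the 8 groups of strain and caffeine. Each strain was compared with S288C by edgeR's quasi‐likelihood test, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with an adjusted p-value under 0.05 are called differentially expressed. Libraries of the same group differed by far more than counting error, with a chi-square per degree of freedom between 8.96 and 319 over the 24 pairs of libraries of the same group. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM between libraries of the same group was between 0.959 and 0.994.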

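Without caffeine, 3467 of the 6400 tested genes (54.2%) were differentially expressed in at least 1 of the 3 strains compared with S288C. The test of each gene used 3 libraries of a strain and 3 libraries of S288C. The copy of Table EV6 used here holds 1998 of the 2838 genes of the full table, so no test of overlap was run on it. This copy holds all 242 genes with an exclusiveness above 0 and 783 genes with an exclusiveness of 0, and the genes after these have no value. Of these genes, 237 with an exclusiveness above 0 and 773 with an exclusiveness of 0 had enough counts to be tested. Among the genes with an exclusiveness above 0, 120 of 237 (50.6%, 95% Wilson confidence interval 44.3 to 56.9%) were differentially expressed in at least 1 strain. Among the genes with an exclusiveness of 0, 415 of 773 (53.7%, 95% Wilson interval 50.2 to 57.2%) were. These intervals cover the sampling of genes only, and they overlap. In YPS, the share was 38.8% (32.8 to 45.2%) for an exclusiveness above 0 and 36.2% (32.9 to 39.7%) for an exclusiveness of 0. In Y55, the corresponding shares were 30.4% (24.9 to 36.5%) and 32.1% (28.9 to 35.5%). In UWOP, they were 31.2% (25.7 to 37.4%) and 33.4% (30.1 to 36.8%). The Y55 and UWOP libraries differed from each other in only 4 genes at an adjusted p-value under 0.05, so their shares do not stand for separate expression profiles. Requiring a change of at least 2-fold moved the shares for at least 1 strain most, to 14.3% (10.5 to 19.4%) for an exclusiveness above 0 and 12.5% (10.4 to 15.1%) for an exclusiveness of 0.

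**Figure D1:**
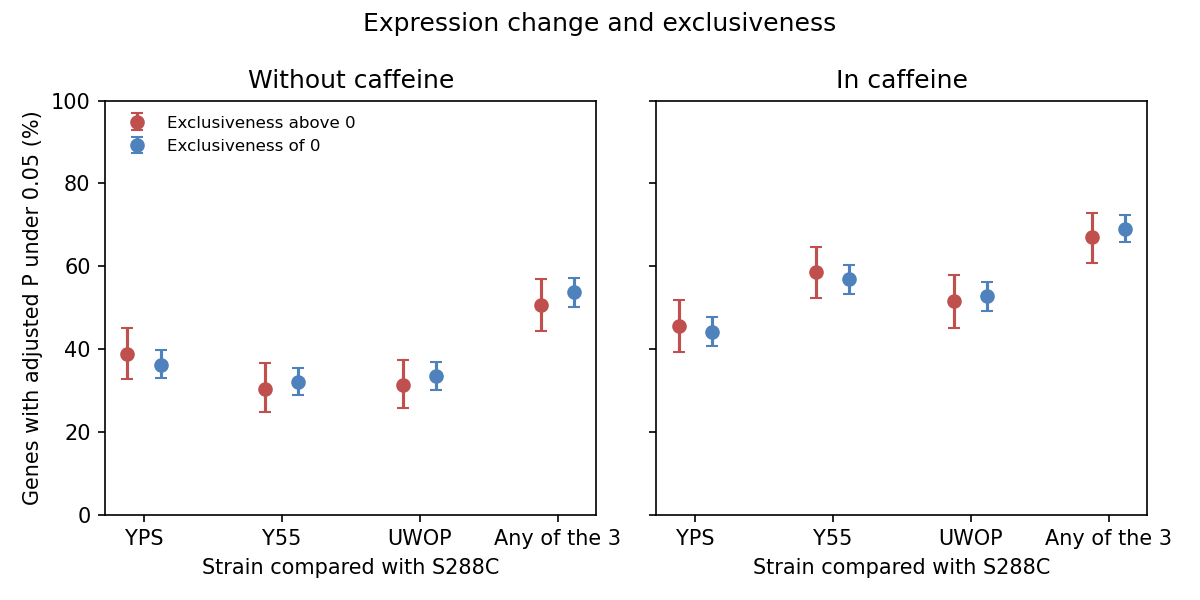
Share of tested genes with an adjusted p-value under 0.05 against S288C (vertical axis, %) for each strain and for at least 1 of the 3 strains (horizontal axis), without caffeine on the left and in caffeine on the right. Points are the shares of the 237 genes with an exclusiveness above 0 (red) and of the 773 genes with an exclusiveness of 0 (blue), bars are 95% Wilson intervals, and the 2 intervals overlap in every comparison.

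Of the 10 genes named in Fig 2D, 3 were differentially expressed in each strain, also when adjusted over the list alone. The copy of Table EV6 gives MET5 the highest exclusiveness, 0.833, followed by BCS1 with 0.8. BCS1 (YDR375C) had 58.4 ± 2.42 CPM (SD, n = 3) in S288C. It had 184 ± 11.6 CPM in YPS, 155 ± 14.0 CPM in Y55 and 164 ± 6.21 CPM in UWOP (SD, n = 3 each). Its log2 fold change was 1.66 in YPS (standard error 0.10, adjusted p = 4.18e-11 from edgeR's quasi‐likelihood test). It was 1.41 in Y55 (standard error 0.10, adjusted p = 4.75e-10 from edgeR) and 1.49 in UWOP (standard error 0.10, adjusted p = 2.4e-10 from edgeR). HOC1 (YJR075W) was lower in all 3 strains, with log2 fold changes of −0.26 in YPS, −0.22 in Y55 and −0.25 in UWOP and edgeR adjusted p-values of 0.00543, 0.0165 and 0.00684. In Y55, its adjusted p-value was 0.0552 when only the Y55 and S288C libraries without caffeine entered the edgeR fit. MET5 (YJR137C) was higher in YPS by a log2 fold change of 0.54 (standard error 0.18, edgeR adjusted p = 0.0208), and its adjusted p-value was 0.177 without library YPS 42, between 0.0581 and 0.0642 without library S288C 25, 33 or 41 and 0.0837 when only the YPS and S288C libraries without caffeine entered the edgeR fit. In UWOP, MET5 passed the threshold only in the edgeR fit of the groups compared (adjusted p = 0.00369). CEM1 (YER061C) was lower in Y55 and UWOP, with log2 fold changes of −0.64 and −0.79 and edgeR adjusted p-values of 0.0138 and 0.00263. Without library Y55 27, the adjusted p-value of CEM1 in Y55 was 0.0581. In YPS, CEM1 had a log2 fold change of −0.43 and an adjusted p-value of 0.0783 from edgeR, 0.042 from DESeq2 and 3.98e-05 from edgeR without library YPS 42. The other 6 genes of the list, PET130, GAS1, SNX4, CHL1, MMM1 and RPL17B, had log2 fold changes between −0.30 and 0.28 and no adjusted p-value under 0.05 in any strain, except that MMM1 had 0.0393 from edgeR in Y55 without library Y55 35 and 0.0219 in UWOP when only the UWOP and S288C libraries without caffeine entered the edgeR fit. Counts of PET130 and RPL17B are uncertain because they were not whole in 19 and 24 libraries. The paper compared the genes with many changes in deletion phenotypes with other genes by Fisher's exact test, and it concludes that they were not more likely to show expression changes across the 4 strains (Table EV8).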

### Condition‐specific wild‐type growth differences contribute to variance in gene deletion phenotypes

For each condition, we counted the number of changes in deletion phenotypes observed across genetic backgrounds (Figs 3A and EV5). We compared these changes with the average growth rate differences of the 4 wild‐type (WT) strains (i.e. no knockout) in the same conditions (Figs 3B and EV5). We noticed that some conditions having large number of changes corresponded to cases where a significant growth difference was observed for the WT strains. For example, S288C grows poorly under maltose relative to the other strains (Chow *et al*, 1989) (Fig 3B) and also showed the largest number of exclusive gene deletion phenotypes (Fig 3A), the same was observed for caffeine. In contrast, in the high‐salt (osmotic shock) conditions, S288C had the highest WT growth and the smallest number of phenotype differences. While this was not the case for all conditions, there is a significant trend where a slower WT strain growth in a condition is associated with a larger number of strain‐specific knockout phenotypes (Fig 3C, Pearson's *r* = −0.21, *P* = 0.02).

**Figure 3:**
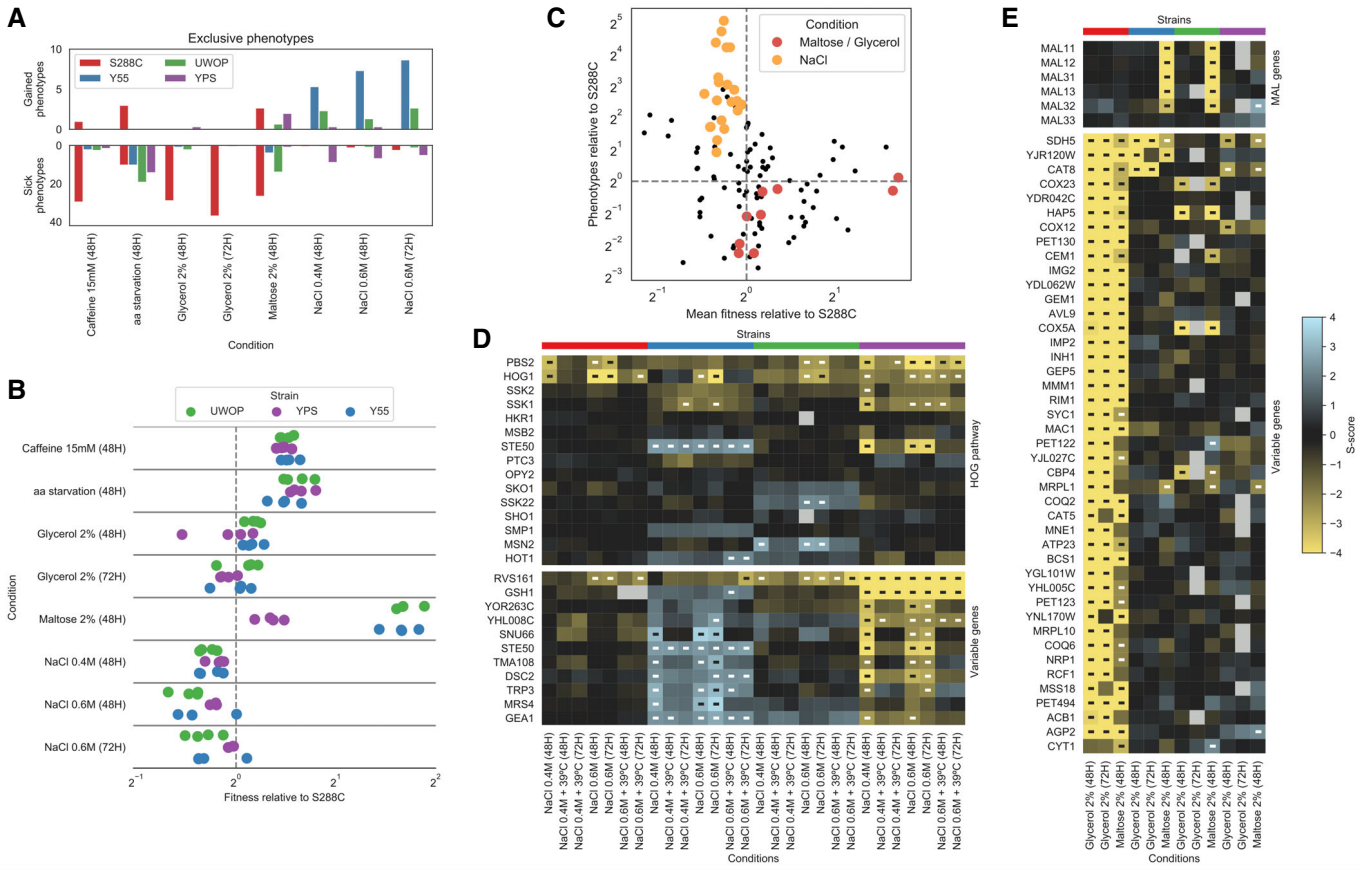
The fitness of the WT strain background is linked to the number of differences in KO phenotypes for a given condition Barplots reporting the average number of gain and sick phenotypes that are specific to each strain across all pairwise comparisons.Wild‐type fitness of each strain relative to S288C across the same conditions as in panel A; each dot represents a specific replicate where colony sizes were measured.Relationship between the wild‐type fitness relative to S288C and the number of conditionally essential genes relative to S288C; each dot represents a strain–condition replicate as in panel B. The conditions maltose, glycerol and NaCl are highlighted.Changes in gene deletion phenotypes for growth on osmotic stress conditions. The top heatmap contains genes belonging to the HOG pathway, while the bottom one contains those genes whose growth phenotypes vary the most between Y55 and YPS. Significant growth phenotypes are marked with “‐”.Changes in deletion phenotypes for growth on glycerol and maltose. The top heatmap contains the MAL genes, while the bottom one contains those genes whose growth phenotypes vary the most between S288C and the other three strains. Significant growth phenotypes are marked with “‐”.

**Figure EV5:**
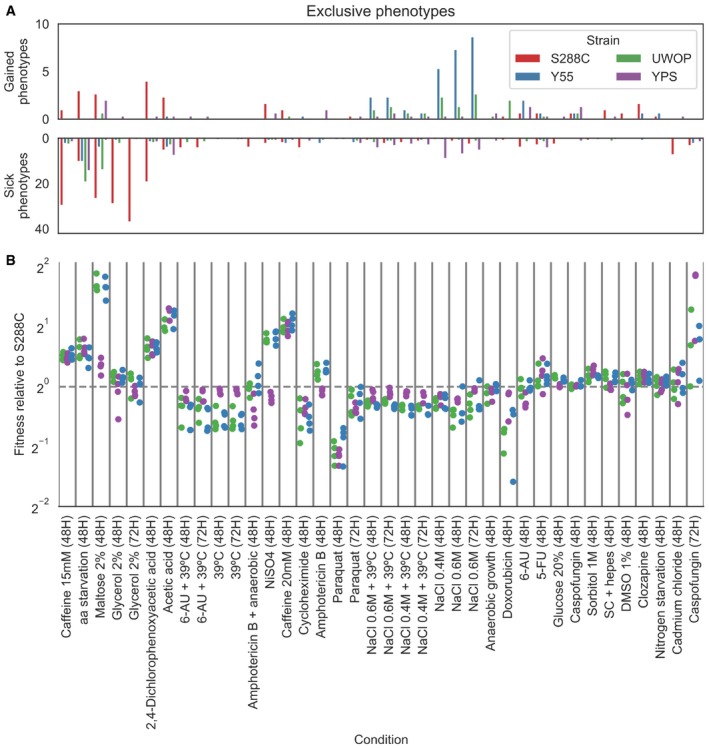
Condition‐specific changes in gene essentiality and fitness Average number of KO phenotypes that are exclusive to a particular strain across all strains’ pairwise comparisons. Conditions order is the same as panel (B).Wild‐type fitness of each strain relative to S288C across all conditions; each dot represents a specific replicate where colony sizes were measured.

We analysed in more detail some conditions with large changes in phenotypes. For high salt, that elicits an osmotic stress, deleting the two central kinases of the osmotic shock pathway (HOG1 and PBS2) generally impaired growth in all backgrounds, as expected. This pathway has two upstream branches converging on PBS2/HOG1 (Brewster *et al*, 1993; Hohmann, 2009). These branches can be redundant and thus show few phenotypes under osmotic stress. However, the STE50 deletion shows striking differences causing increased sensitivity in YPS background, resistance in the Y55 and no phenotype in S288C and UWOP. Similar to STE50, we identified 10 more genes with strain‐specific phenotypes in high‐salt condition (Fig 3D). Some of these genes are related to osmosensing (STE50, RVS161), ER function (DSC2, GEA1) and metabolism (MRS4, TRP3).

For growth under maltose, the two strains with the best WT growth (UWOP and Y55) also had strong growth defects when maltose‐induced genes, present in two clusters, were deleted (Fig 3E). It is known that S288C does not grow effectively in maltose due to inactivation of the maltose activator proteins in the MAL loci (Chow *et al*, 1989). It is therefore expected that deleting MAL genes (i.e. maltose‐induced genes) causes no further decrease in growth in maltose‐negative strains such as S288C but has a strong impact on MAL‐positive strains such as Y55 and UWOP. Similar to S288C, the YPS strain appears to also be a maltose‐negative strain. The poor growth under maltose then creates additional vulnerabilities to the cell, rendering essential a large number of genes involved in nonfermentable growth under maltose for S288C (Fig 3E). Interestingly, the same set of genes are required for S288C to grow in glycerol, suggesting that S288C should grow poorly under glycerol, although this did not translate into a strong growth defect of the WT under this condition (Fig 3B).

### Quantitative trait analysis of condition‐specific growth differences in a panel of 1,006 *S. cerevisiae* strains

To test whether the gene deletion phenotypes in different genetic backgrounds could be used to better understand the impact of natural variation on yeast growth under the same conditions, we performed a GWAS across 47 conditions using a panel of 925 *S. cerevisiae* natural isolates. These 925 strains are the fraction of the tested 1,006 strains (Peter *et al*, 2018) with available genotype data. Growth measurements, fitness measurements and phenotype calculations were performed as for the deletion libraries (Materials and Methods). The S‐score measurements used (Figs 4A and EV6) represent, as above, condition‐specific growth measurements for each strain where a genetic background can specifically affect growth under a given condition. Using the genomic variants, we identified a total of 151,673 common single nucleotide polymorphisms (SNPs, minor allele frequency > 5%). In addition, we predicted the impact of missense variants in each coding region and calculated a probability of loss of function (LoF) for each gene in each strain (Jelier *et al*, 2011; Galardini *et al*, 2017); this could be regarded as a gene disruption or gene burden score. We then performed a GWAS for each condition using the common SNPs, the gene burden score, the gene copy‐number variation (CNV) and the presence/absence patterns of genes as predictors (Materials and Methods). In total, we found 579 significant associations (association *P* < 1E‐6), with the largest number of associations observed for growth under amphotericin B and caffeine (Fig 4B), both known to have an impact on the cell wall. Both conditions are also unlikely to be present in the natural environment, and therefore, genetic variants causing growth defects under these conditions are less likely to be selected against. Common SNPs had the highest number of significant associations (365), followed by gene presence/absence (159), gene burden score (29) and CNVs (26). It is not unexpected that SNPs result in the largest number of significant associations since these also constitute the most frequent type of genetic change. Relative to all tested associations, the significant associations represented 0.005% for SNPs, 0.805% for gene presence/absence, 0.047% for gene burden and 0.06% for CNVs. Not surprisingly, the SNPs had the lowest frequency of significant associations since the other genetic changes are more likely to result in a phenotype difference with a large effect.

**Figure 4:**
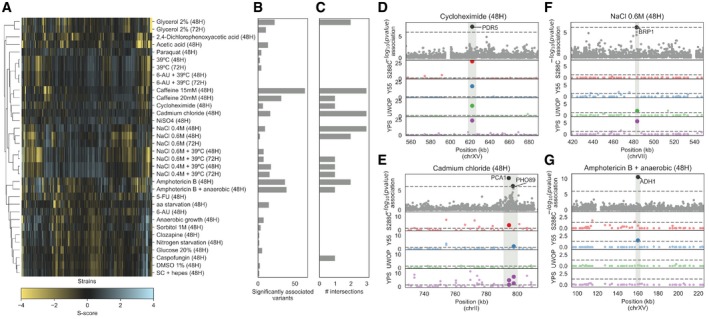
Genes linked to growth phenotypes via GWAS analysis in 925 natural yeast isolates AS‐score heatmap of the yeast natural isolates across 34 conditions that were also used in the KO screening.BNumber of variants significantly associated (*P* < 1E‐6) with phenotypic variation in each growth condition.CNumber of associated variants that overlap (i.e. are in a 3‐kbp window) with a conditionally essential gene in the same condition, in any of the four KO libraries.D–GManhattan plots showing examples of overlaps between associated variants and the KO screening. The top plot shows the associations between variants and growth in the natural isolates as a function of the −log_10_ of the association *P*‐value, while the four bottom plots show the strength of the KO phenotypes across the four yeast strains, as a function of the −log_10_ of the corrected S‐score *P*‐value. Sections shaded in grey indicate the overlap between associations and KO data. Position in the yeast chromosome is reported in kilobase units.

**Figure EV6:**
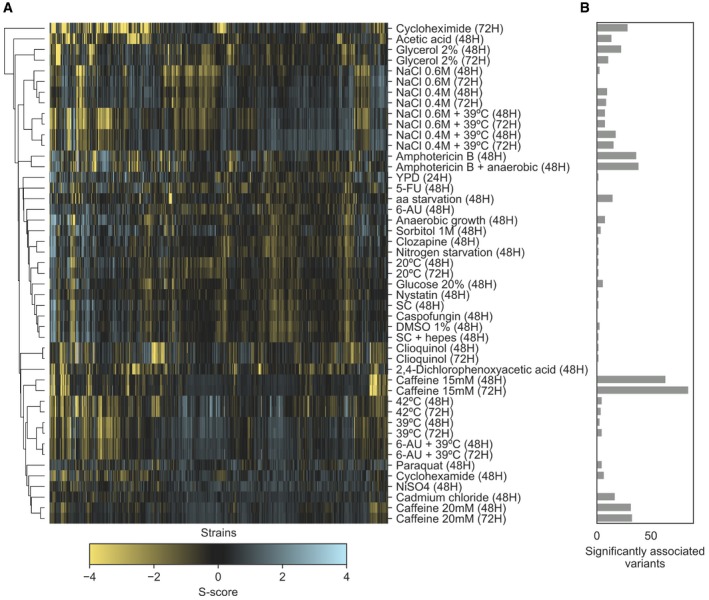
Growth profiles of the 925 yeast natural isolates Clustermap of S‐scores for the whole set of conditions in which the natural isolates were tested in.Number of significantly (*P* < 1E‐6) associated variants across the same conditions as in panel (A).

For each condition, we obtained a list of genes associated with growth differences from the gene deletion analysis and crossed it with the variants, and their linked genes, associated with growth differences across the 925 yeast strains. Unexpectedly, we found no significant enrichment between the gene–condition associations obtained from the GWAS analysis and the gene–condition associations found in the gene deletion experiments (Fisher's exact test, *P* > 0.05). Despite the lack of overall enrichment, several GWAS associations can be validated by the gene deletion information (Fig 4C–G; Table EV9). For example, 141 strains had a high gene burden score in the PDR5 locus, which had a significant association with growth in the presence of cycloheximide. Deletion of this ABC transporter is known to cause multidrug sensitivity and showed cycloheximide‐dependent deletion phenotypes in all 4 backgrounds (Fig 4D). The presence of two SNPs in two other transporters, the cadmium‐transporting P‐type ATPase (PCA1) and a membrane Na^+^/Pi cotransporter (PHO89), was linked to growth under cadmium chloride and had also significant gene deletion phenotypes in at least 3 of the strains (Fig 4E). A SNP close to BRP1 showed an association with growth under high‐salt stress, which is supported by BRP1 deletion phenotypes in two strains. However, several other cases had less support. For example, the absence of the ADH1 gene in 450 strains showed an association with anaerobic growth in the presence of amphotericin B. Yet, deleting this gene results in a strong phenotype for in this condition only in the Y55 strain. We found a total of 22 gene–condition associations overlapping between the GWAS and KO analysis with most overlaps observed with gene deletion phenotypes exclusive to a single genetic background.

## Discussion

Our results show that the genetic background has a strong impact on gene deletion phenotypes in *S. cerevisiae*. The fraction of significant differences across two individuals (18–40% and 18.5% on average) is similar to the fraction of changes observed for RNAi phenotypes for two strains of *C. elegans* 20% (Vu *et al*, 2015). These results also corroborate a high degree of changes in gene deletion phenotypes observed in a study of yeast chromatin‐related genes (Mullis *et al*, 2018) and with the initial characterization of the gene deletion library used in this study (Busby *et al*, 2019). The genome‐wide nature of our study argues against the possibility that the high degree of changes observed in previous studies could be due to a specific selection of genes. The study of 4 genetic backgrounds also allows us to quantify the degree of shared phenotypes across additional strains. We see that this fraction decreases further with < 25% of significant phenotypes being shared across all four strains. Analysis of additional backgrounds would be needed to fully access the fraction of gene deletion phenotypes that are independent of the genetic background. As with other analyses of large‐scale gene deletion libraries, our estimation of background dependence of gene deletion phenotypes may be overestimated due to the errors in the libraries. These errors were found to be typically low (< 5% of error) with the exception of error estimates for newly made KOs in the S288C strain. Based on comparisons with newly made KOs, we found that 18% of gene deletion phenotype changes determined for S288C could be errors potentially due to additional mutations accumulated in the library. If we were to remove 18% of gene deletion phenotype differences that were estimated for comparisons of S288C with other strains, we would still expect to measure on the order of 38% of gene deletions having different phenotypes. Overall, together these studies show very strong evidence that the consequences of the loss of function of a gene can be highly dependent on the genetic background.

The large‐scale analysis allowed us to search for general trends associated with the observed differences. Strains having a slower WT growth in a given condition also tended to have a larger number of gene deletion phenotypes in those conditions, suggesting that in such conditions, the poor growing strains have more modes of failure and are impacted by a larger number of gene deletions. Growth in maltose serves as a good example of how existing genetic variation can interact with LoF mutations. The S288C strain has genetic variants that render it unable to grow well in maltose and therefore, in this condition, becomes reliant on genes required for nonfermentable growth. It remains a challenge to find similar justifications for how the genetic background interacts with the gene deletions for other conditions, but those identified here could be further studied using a segregant analysis as previously done by Mullis and colleagues (Mullis *et al*, 2018). Analysing a larger number of such genetic interactions will be fundamental for deriving general principles for how gene deletion phenotypes change across genetic backgrounds.

Some genes had a higher proportion of changes in their deletion phenotypes. These tended to also have an above‐average number of genetic and physical interactions. The interaction assays used as the basis for this analysis have been conducted in the S288C background strain, but they nevertheless likely reflect the degree of functional interactions of each gene. Compared to other genes, those that have many genetic and physical interactions have been previously shown to be multifunctional and more important to the cell (Yu *et al*, 2008; Costanzo *et al*, 2010). One interpretation of the results would be that genes that are involved in multiple processes are more likely to have also larger number of changes in deletion phenotypes since there will be many ways by which the genetic background difference may interact with the LoF of these genes. Of the four strains, the reference strain (S288C) stands out as the one where specific gene–condition associations are the most abundant when compared to the other three strains: 58% versus ~80%. This observation combined with other idiosyncrasies specific to this strain (Mortimer & Johnston, 1986; Winston *et al*, 1995; Brachmann *et al*, 1998), such as growth in the presence of maltose, indicates that observations made on a domesticated individual might not necessarily reflect natural populations. In addition, as discussed previously, this laboratory strain gene deletion collection is also more likely to contain secondary and compensatory mutations that may inflate the degree of measured strain‐specific deletion phenotypes.

Lastly, we performed a GWAS analysis using 925 strains for the same conditions and using the same experimental set‐up. We were expecting that variants associated with differential growth in a given condition were linked to genes whose deletion resulted in phenotypes in the same condition. Overall, we found no such enrichment, which suggests that using functional genomic assays to study gene–trait associations derived from GWAS may be challenging. This degree of overlap could be limited due to several technical reasons. Natural isolates are likely to have few LoF variants, in particular associated with conditions that are experienced in the environment, and therefore, the genetic perturbations are less likely to mirror the deletion phenotypes. For SNP‐based associations in particular, linking the SNP to the causal gene is difficult and could be driven also by long‐range genomic interactions. The total number of strains used is likely to be also limiting, since there are typically very few strains showing strong growth differences across any specific condition. Larger number of strains or segregant analysis (Bloom *et al*, 2013; Cubillos *et al*, 2013) could be used in the future to further study the relationship between natural variants and deletion phenotypes. Despite an overall lack of enrichment, our results suggest that in some cases, the interpretation of the impact of genetic variants is possible. Yet, it is unlikely that this would be comprehensive using the gene deletion information available for a single genetic background.

In summary, the results presented here, together with related literature, indicate that gene deletion phenotypes of individuals are strongly dependent on the genetic background. The extent of these dependencies in humans remains to be fully explored but may have important consequences for human genetics.

## Materials and Methods

### Strains used

Mata haploid KO libraries in the genetic backgrounds of S288C (Winzeler *et al*, 1999; 4,889 KOs), UWOPS87‐2421 (abbreviated as UWOP, 4,014 KOs), Y55 (4,190 KOs) and YPS606 (Busby *et al*, 2019; abbreviated as YPS, 4,093 KOs) were used to assess whether different genetic backgrounds have an effect on gene deletion phenotypes. These libraries were maintained on YPD+G418 prior to screening in 384 colony format. The 1006 natural isolate strain collection (Peter *et al*, 2018), a kind gift from Gianni Liti (Peter *et al*, 2018), was maintained on YPD in 384 colony format prior to screening.

### Chemical genomic analysis

Growth of KO libraries and 925 strain collection were evaluated on concentrations of chemical and environmental stress conditions (Table EV1) that inhibit the growth of S288C by approximately 40%. The libraries were maintained and pinned with a Singer RoTor in 1,536 colony format. Synthetic complete (Kaiser *et al*, 1994) media were used with or without the stress condition, incubated at 30°C (unless temperature was a stress) for 48 h or 72 h, and imaged using a SPIMAGER (S&P Robotics) equipped with a Canon Rebel T3i digital camera.

The growth measurements were performed in two separate batches with overlapping sets of conditions to judge for variation of the method. In each batch, four biological replicates were collected for each condition tested, and analysis was carried out with a minimum of three replicates. The first batch of the chemical genomic screening was carried out with the S288C deletion collection and used the following conditions: anaerobic, amphotericin B, nystatin, DMSO, 2,4,D, glycerol, maltose, HEPES‐buffered medium, caffeine, 6‐AU, paraquat, 39°C and sorbitol. Batch 2 was carried out with the deletion collections in the four genetic backgrounds (S288C, Y55, YPS606 and UWOPS87‐2421) and contained all (13) of the conditions from batch 1 plus: 5‐FU, doxorubicin, cadmium chloride, caspofungin, clozapine, Nickel sulphate, clioquinol, high glucose (20%), minimal medium, nitrogen starvation medium, cycloheximide, and sodium chloride 0.4 and 0.6 M, and the duel stress conditions: sodium chloride 0.4 and 0.6 M plus 39°C, 6‐AU plus 39°C and amphotericin B plus anaerobic growth. The two batches were carried out as separate experiments.

### Chemical genomic data analysis

Raw plate images were cropped using ImageMagick to exclude the plate plastic borders. Raw colony sizes were extracted from the cropped images using gitter (Wagih & Parts, 2014), v1.1.1, using the “autorotate” and “noise removal” features on. Poor‐quality plates were flagged when no colony size could be reported for more than 5% of colonies (poor overall quality) or when no colony size could be reported for more than 90% of a whole row or column (potential grid misalignment); known empty spots in each plate were used to flag incorrect plates. Overall, < 5% of all pictures have been discarded (175/4,221, 4.15%). Conditions with less than three replicates across the two experimental batches were excluded from further processing. Raw colony sizes for the remaining conditions were used as an input for the EMAP algorithm (Collins *et al*, 2006), with default parameters except the minimum colony size which was set to five pixels. The algorithm computes an S‐score, which indicates whether the growth of each KO is deviating from the expected growth in each condition taking into account the variability across the four replicates. The raw S‐scores were further quantile‐normalized in each condition. Significant loss‐of‐function and gain‐of‐function phenotypes were highlighted by transforming the S‐scores in *z*‐scores, given that the S‐scores in each condition follow a normal distribution. *P*‐values were derived using the survival function of the normal distribution and corrected using an FDR of 5% (false discovery rate). The whole dataset, comprising 876,956 gene–condition interactions, is available in Table EV2.

The overall relative fitness of the three nonreference strains (Y55, UWOP and YPS) against the S288C reference was computed as follows:

$$\varphi_{\mathrm{strain}}=\frac{median\left(S_{\mathrm{strain}}\right)}{median\left(S_{S288C}\right)}$$

where *median*(*S*) is the median‐normalized colony size. The normalized colony size is computed in each plate by first applying a surface correction step, followed by a border correction step. The surface correction is applied to reduce the impact of spatial abnormalities on colony sizes; in short, the second‐degree polynomials of the row and column indices are computed in a matrix, which is then qr‐factorized. The resulting matrix is used to construct an ordinary least squares linear model between the *Q*‐factorized matrix and the corresponding vector of raw colony sizes. The surface‐normalized colony sizes are then computed as follows:

$$S_{\mathrm{surface}}=S_{\mathrm{raw}}-\hat{S}+\underline{S_{\mathrm{raw}}}$$

where $\hat{S}$ is the size prediction from the ordinary least squares model. The surface‐corrected colony sizes (*S*_*surface*_) are further corrected to take into account the border effect, meaning the difference in size between colonies in the two outermost rows and columns with respect to the rest of the plate. The border correction is computed as follows:

$$S_{\mathrm{border}}=\frac{S_{\mathrm{outer}}\cdot median\left(S_{\mathrm{inner}}\right)}{median\left(S_{\mathrm{outer}}\right)}$$

where *median*(*S*_*outer*_) is the median size of colonies on the outer border of the plate, and *median*(*S*_*inner*_) is the median size of colonies in the rest of the plate. The overall fitness is computed only in those cases where the plates belonging to the four strains’ KO libraries have been screened at the same time, in order to make the comparison robust to changes in experimental conditions. The relative fitness measures are available in Table EV10.

To test whether the four KO libraries are able to recapitulate known gene functional relationships, we tested whether gene pairs belonging to the same functional groups tended to have correlated S‐score vectors in each of the four yeast strains. Two functional relationships sets were used: the CYC2008 protein complex set (Pu *et al*, 2009) and KEGG modules belonging to *S. cerevisiae* (Muto *et al*, 2013). The KOs common to all four libraries were selected, and for each strain, only those that had at least one phenotype with corrected *P*‐value below 0.01 were used to compute the Pearson correlation of S‐scores between each gene pair. The ability of these gene–gene correlations to recapitulate the known functional relationships was assessed by constructing receiver operating characteristic and precision–recall curves, using the known relationships as the true‐positive set and 10 random gene pair sets with same number as the true set as true‐negative set.

The conservation or similarity of gene deletion phenotypes across the four yeast strains was assessed by computing Pearson's correlation between the S‐score profiles across all conditions of the same genes in all pairs of strains and then by computing the average of these values. Genes were stratified by the average number of conditions in which they show either a loss‐of‐function or a gain‐of‐function phenotype across the four strains. Random gene pairs were used as background.

### Reproducibility of chemical genomic screens

The reproducibility of the chemical genomic screen was assessed in two separate ways. The first method assessed the technical reproducibility of the S‐scores across the two batches in which the screen was conducted. The raw pictures were divided according to the batch of origin, and the EMAP algorithm (Collins *et al*, 2006) was used to compute a set of S‐scores for each batch. For the 13 conditions that were tested in both batches, the S‐score correlation was computed. We refer to this analysis as both technical and biological because the inoculates are derived from the same source plate but at very different times (Table EV11). Biological replicability was assessed using 2,293 KOs that are pinned exactly twice across the library.

### Significant changes in growth phenotypes

Significant changes in chemical genomic profiles between any two strains were computed following a previously published approach that also used S‐scores (Bandyopadhyay *et al*, 2010). The two sets of S‐scores computed as part of the batch replicate analysis were used as a null model for the absence of changes in S‐scores, as a way to estimate the degree of expected variation observed across different experiments. Since the variance in S‐scores is higher at higher absolute S‐score values, this has to be taken into account when calling significant differences; a sliding window approach was applied when constructing the null model. Given the two sets of S‐scores, the following vectors were computed:

$$N_{\mathrm{sum}}=-\left|S_{batch1}+S_{batch2}\right|$$

$$N_{\mathrm{sub}}=\left|S_{batch1}-S_{batch2}\right|$$

where *S*_*batch*1_ and *S*_*batch*2_ are the S‐scores from the replicate batches, respectively. The sliding window was then applied to *N*_*sum*_, dividing the vector in 100 slices with at least 20 observations in each one and recording the mean (*N*_*sub*_) and standard deviation (*σ*_*sub*_) of *N*_*sub*_ for each slice. For each strain pairwise comparison, *N*_*sum*_ and *N*_*sub*_ were recorded for each matching slice, and the corresponding *N*_*sub*_ and *σ*_*sub*_ were extracted from the null distribution using a linear interpolation. A normal distribution with mean *N*_*sub*_ and standard deviation *σ*_*sub*_ was then constructed around each slice, and the cumulative distribution of the normal function was used to derive a *P*‐value to indicate significant differences. The *P*‐value was FDR‐corrected, and incoherent differences were assigned a corrected *P*‐value of 1—specifically, those cases where both strains have a significant phenotype but corrected *P* < 0.01 (150 comparisons over 875,833) and cases where both strains do not show a significant phenotype but corrected *P* < 0.01 (26 comparisons over 875,833). The full dataset comprising 875,834 comparisons is available in Table EV12. We note that this estimate of variance of S‐scores is not a condition.

When looking at the proportion of significant loss‐of‐function or gain‐of‐function phenotypes that each strain shares with the other strains, we considered those comparisons where the focal strain had a significant gain‐of‐function or loss‐of‐function phenotype and corrected *P* < 0.01 (phenotype not shared) and where both strains had a significant phenotype and corrected *P* ≥ 0.01 (shared phenotype); all other comparisons were not considered.

Each gene's propensity to change its conditional essentiality profile across the six strains’ pairwise comparisons (*E*, exclusive phenotype propensity) was computed as follows:

$$E=\frac{P_{\mathrm{exclusive}}}{\left(P_{\mathrm{exclusive}}+P_{\mathrm{shared}}\right)}$$

where *P*_*exclusive*_ is the number of loss‐of‐function or gain‐of‐function phenotypes that vary significantly (corrected *P* < 0.01), while *P*_*shared*_ is the number of loss‐of‐function or gain‐of‐function phenotypes in both strains of the comparison that do not vary significantly (corrected *P *≥ 0.01). A gene whose *E* > 0 was considered with “high exclusiveness” (Table EV6). Variable genes in Fig 3D and E were selected based on a corrected *P*‐value cut‐off of 1E‐4 in at least one comparison.

### GO term enrichment analysis

Gene ontology (GO) annotations were downloaded from the SGD database (Cherry *et al*, 2012), while the GO slim yeast dataset was downloaded from the gene ontology website (Ashburner *et al*, 2000; The Gene Ontology Consortium, 2017). GO term enrichments were assessed using goatools (Klopfenstein *et al*, 2018), v0.8.2, using a FDR‐corrected *P*‐value threshold of 0.01.

### Transcriptomics analysis

Yeast were grown to an OD of 0.4, and total RNA was extracted using the MasterPure Yeast RNA Purification Kit (Biozym, Epicentre). The samples were quality‐tested on the fragment analyser (AATi/Agilent) using the Standard Sensitivity RNA Kit (AATi/Agilent), and 600 ng of total RNA was used for library preparation. The libraries were prepared using the TruSeq Stranded mRNA Kit (Illumina) using a Beckman Fxp liquid handler system. Sequencing was carried out on an Illumina NextSeq 500 in 75 single‐end mode.

Raw single‐ended Illumina reads were trimmed to remove the TruSeq3 adaptors using trimmomatic (Bolger *et al*, 2014), v0.36. Trimmed reads were pseudo‐aligned to the yeast reference genome transcripts (downloaded from the SGD database; Cherry *et al*, 2012) using kallisto (Bray *et al*, 2016), v0.44.0, with the sequence‐based bias correction and using an average fragment length of 130 bp (70 bp standard deviation). 

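Without caffeine, 2440 of 6400 genes were differentially expressed in YPS compared with S288C, with 1344 higher and 1096 lower. In Y55, 2172 genes were differentially expressed, with 1280 higher and 892 lower. In UWOP, 2343 genes were differentially expressed, with 1333 higher and 1010 lower. With the RLE size factors of edgeR in place of its TMM method, the share of higher genes fell from 55.1% to 47.6% in YPS, from 58.9% to 50.7% in Y55 and from 56.9% to 49.6% in UWOP, so no direction is given to these sets as a whole. Requiring a change of at least 2-fold left 851 genes in YPS, 801 in Y55 and 844 in UWOP. When only the libraries of UWOP and S288C without caffeine entered the fit, 3628 genes were differentially expressed in UWOP. In all 3 strains, 789 genes were higher and 490 genes lower than in S288C, and 53 genes were differentially expressed in all 3 strains with differing directions. Across genes, which are not independent replicates, the log2 fold changes of YPS correlated with those of Y55 with a Pearson's r of 0.66 and with those of UWOP with an r of 0.67. The r between Y55 and UWOP was 0.95. Simulated unchanged strains compared with shared S288C libraries gave r values of 0.495, 0.505 and 0.504, and no differentially expressed genes. Without true differences, a shared control fixes r near these values. They therefore do not tell how much of the observed r came from the shared libraries. Compared directly, the libraries of Y55 and UWOP differed at an adjusted p-value under 0.05 in 4 genes (R0010W, R0020C, R0030W and R0040C), a comparison chosen after the r of 0.95 was seen. These 4 genes had at least 920 counts in each of the 6 Y55 libraries and at most 34 counts in each UWOP library. At an unadjusted p-value under 0.05, Y55 and UWOP differed in 245 genes.
Genes were then ranked by log2 fold change among differentially expressed genes with a mean of at least 10 CPM, more than 3 counts in each library compared and no overlap between the 3 libraries of the strain and the 3 libraries of S288C. By chance, 10% of genes would show no such overlap in 3 libraries against 3. In YPS, the highest were YAR068W, with a log2 fold change of 8.20, and FLO11 (YIR019C), with 7.68. FLO11 had 4952 ± 2148 CPM (SD, n = 3) in YPS and 24.1 ± 1.41 CPM (SD, n = 3) in S288C (standard error 0.36, adjusted p = 8.93e-13 from edgeR's quasi‐likelihood test). With each library left out in turn, the log2 fold change of FLO11 stayed between 7.39 and 7.99. The lowest in YPS were RPL1A (YPL220W) with −9.93 and YER138C with −8.22. In Y55, the highest were YAR068W with 7.01 and YAR066W with 5.19, and the lowest were YPL257W-B with −9.95 and YER138C with −8.04. In UWOP, the highest were YAR068W with 7.29 and YAR066W with 5.72, and the lowest were YML039W with −7.72 and YER138C with −7.58. Apart from FLO11, all of these genes had counts that were not whole in at least 19 libraries. Their values are therefore uncertain, since reads were divided with similar transcripts. PDR5 (YOR153W), whose deletion phenotypes the paper found highly conserved, was higher in all 3 strains. It had 1789 ± 58.6 CPM in S288C, 5534 ± 101 CPM in YPS, 5114 ± 694 CPM in Y55 and 4862 ± 153 CPM in UWOP (SD, n = 3 each). Its log2 fold changes were 1.63, 1.52 and 1.44, with standard errors of 0.14 and edgeR adjusted p-values of 1e-08, 2.99e-08 and 5.96e-08. STE50 (YCL032W) was higher by log2 fold changes of 0.52 in YPS, 0.39 in Y55 and 0.45 in UWOP, with edgeR adjusted p-values of 0.000333, 0.0056 and 0.00153. In Y55, its adjusted p-value was 0.0685 without library Y55 27 and 0.0598 when only the libraries of the groups compared entered the edgeR fit. HOG1 (YLR113W) was higher in YPS by a log2 fold change of 0.44 (standard error 0.09, edgeR adjusted p = 0.000616) and in Y55 by 0.27 (edgeR adjusted p = 0.0244, which was 0.199 without library Y55 35 and between 0.0705 and 0.117 without library S288C 25, 33 or 41). For HOG1 in Y55, the adjusted p-value was also 0.0545 from DESeq2, 0.0849 from edgeR with RLE size factors and 0.123 from edgeR with only the libraries of the groups compared. In UWOP, HOG1 had a log2 fold change of 0.22 and an edgeR adjusted p-value of 0.0679, which was 0.0136 when only the libraries of the groups compared entered the fit. PBS2 (YJL128C) had an edgeR adjusted p-value under 0.05 only in Y55, with a log2 fold change of −0.23 (adjusted p = 0.0439, between 0.0581 and 0.0961 without library S288C 25, S288C 41, Y55 35 or Y55 43, 0.061 with length offsets and 0.065 with only the libraries of the groups compared). ADH1 (YOL086C) and MET17 (YLR303W) were not differentially expressed in any strain without caffeine, with log2 fold changes between −0.24 and 0.12. Without library YPS 42, MET17 was lower in YPS by a log2 fold change of −1.12 (edgeR adjusted p = 0.000871). The paper states that its S288C deletion library is based on BY4741, in which MET17 is deleted. The S288C libraries sequenced here are labelled BY4742 and had at least 2809 counts of MET17 without caffeine. Their values therefore do not describe MET17 in that deletion library. Among the genes of maltose use, MAL11 (YGR289C) had 20.5 ± 2.06 CPM in S288C (SD, n = 3) and at most 1 count in each Y55 and UWOP library, which makes it, although its counts in S288C were not whole, at least 56.6-fold lower in Y55 and at least 113-fold lower in UWOP. MAL13 (YGR288W) had 14.7 ± 0.639 CPM in S288C (SD, n = 3) and 0 counts in Y55 and UWOP, at least 40.5-fold and at least 80.7-fold lower. MAL11 and MAL13 may be lost from Y55 and UWOP, or may differ there from the reference transcripts so that reads did not align. The folds cannot tell this from lower expression, and it was not tested. YPS expressed both genes, with 11.9 ± 5.68 CPM of MAL11 and 17.4 ± 5.38 CPM of MAL13 (SD, n = 3). Their log2 fold changes in YPS were −0.79 and 0.24, with edgeR adjusted p-values of 0.0333 and 0.348. That of MAL11 was between 0.0609 and 0.134 without library S288C 25, S288C 33, YPS 26 or YPS 34. MAL31 (YBR298C) was higher in the 3 strains, with log2 fold changes of 1.24 in YPS, 2.65 in Y55 and 1.72 in UWOP and edgeR adjusted p-values of 0.0256, 6.79e-05 and 0.00328. In Y55, the log2 fold change of MAL31 rested on library Y55 35 and was 1.57 without it (edgeR adjusted p = 0.00029). In YPS, the adjusted p-value of MAL31 was 0.178 without library YPS 42, 0.0974 without S288C 41 and 0.0724 without S288C 25. Counts of MAL12, MAL32 and MAL33 were not whole in 24 libraries, so their values are not compared between strains.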

Differential gene expression analysis between each strain and S288C was performed using DESeq2 (Love *et al*, 2014), v3.8. Raw reads are available in the GEO database with accession number GSE123118.

### Natural isolate growth assay

Raw plate images were cropped using ImageMagick to exclude the plate plastic borders. Raw colony sizes were extracted from the cropped images using gitter (Wagih & Parts, 2014), v1.1.1, using the “autorotate” and “noise removal” features on. Poor‐quality plates were flagged when no colony size could be reported for more than 5% of colonies (poor overall quality) or when no colony size could be reported for more than 90% of a whole row or column (potential grid misalignment). Conditions with less than three replicates were excluded from further processing. Raw colony sizes for the remaining conditions were used as an input for the EMAP algorithm (Collins *et al*, 2006), with default parameters except the minimum colony size which was set to five pixels. The computed raw S‐scores were further analysed as reported in “Chemical genomic data analysis” section.

### Genome‐wide association study of the yeast natural isolates

The genetic variants found in the yeast natural isolate collection (SNPs/InDels, CNVs and genes presence/absence patterns) were downloaded from http://1002genomes.u-strasbg.fr/files/ on 4 October 2018. SNPs and InDels were normalized and filtered to retain variants with at least 5% minor allele frequency (common variants), using bcftools (Li *et al*, 2009), v1.9. Rare variants (SNPs with minor allele frequency ≤ 5%) were included computing their impact on gene function, using the “gene disruption score” described in previous studies (Jelier *et al*, 2011; Galardini *et al*, 2017). In short, common nonsynonymous and nonsense variants were kept, together with gene presence/absence patterns; the impact of nonsynonymous variants was predicted using the SIFT (Ng & Henikoff, 2001) and FoldX (Guerois *et al*, 2002) algorithms, when applicable. The individual predictions were translated to their probability of being neutral (*P*_*neutral*_) based on a collection of variants with known impact (Jelier *et al*, 2011), using the following transformations:

$$P\left(neutral_{\mathrm{SIFT}}\right)=\frac{1}{\left(1+e^{-\left(-1.312\ln\left(SIFT+1.598E^{-5}\right)+4.104\right)}\right)}$$

$$P\left(neutral_{\mathrm{FoldX}}\right)=\frac{1}{\left(1+e^{-\left(0.218\;FoldX+0.074\right)}\right)}$$

where *SIFT* and *FoldX* are the scores of each individual predictor. Nonsense variants were assigned a *P*_*neutral*_ value of 0.99 if they appeared in the last 5% of the protein sequence, 0.01 otherwise. The overall likelihood that gene function was affected by common variants (*P*(*AF*), or gene disruption score) was computed as follows:

$$P\left(AF\right)=1-\prod_{i=1}^{k}P_{i}\left(neutral\right)$$

where *k* is the totality of nonsynonymous and nonsense variants observed in each gene. When both SIFT and FoldX predictions were available, priority was given to SIFT scores; nonsynonymous variants with neither predictions available were assigned the highest observed *P*_*neutral*_ value. If a gene was considered as absent, a *P*(*AF*) value of 0.99 was assigned. The gene disruption score is available in Table EV13. The CNVs, gene presence/absence patterns and digitized gene disruption scores (1 if *P*(*AF*) > 0.9, 0 otherwise) were encoded in a VCF (variant calling format) file together with the common variants and recoded using PLINK (Purcell *et al*, 2007), v1.90b4.

A genome‐wide association analysis has been carried out to highlight common and rare variants associated with growth variability across the yeast natural isolates, using the LMM (linear mixed model) implemented in limix (preprint: Lippert *et al*, 2014), v2.0.0a3. Missing values were mean‐imputed, and the model was applied to each growth condition independently. The kinship matrix was computed using the strains’ phylogenetic tree from the original yeast natural isolate publication (Peter *et al*, 2018). Variants with association *P* < 1E‐6 were considered associated. Intersections between associated variants and genes present in the KO libraries were recorded using a 3‐kbp window centred around each gene. Gene annotations were retrieved from the SGD database (Cherry *et al*, 2012). Enrichments were tested using Fisher's exact test.

### Confirmatory KO screening

Gene knockouts for *PBS2, HOG1, STE50, PET150, MAL32, MAL12, MET5, BCS1, CHL1, SLM1, SLM4, AVL9, HOC1, ERG2, ERG5 and RPL12B* were constructed *de novo* using the PCR‐mediated gene disruption method (Amberg *et al*, 2006) in S288C (BY4741), Y55, YPS606 and UWOPS87‐2421. Briefly, the KanMX4 cassette was amplified from pFA6a along with 55‐bp homology flanking the gene to be deleted. This was transformed as described in Gietz and Schiestl (2007) into the appropriate strain, and confirmed via PCR. The resulting gene KO mutants were then arrayed in 1,536 format (four technical replicates per KO) along with their original corresponding KO strains and screened against the following stress conditions: 2,4‐D, minimal media, acetic acid, caffeine, glycerol, maltose, sodium chloride 0.4 and 0.6 M, nickel and synthetic complete medium using the chemical genomic analysis. Plate pictures were processed into S‐scores as described in “Chemical genomic data analysis” section. The confirmatory screening comprising 4,287 gene–condition interactions is available in Table EV5.

To estimate the S‐scores reproducibility and the identity of the original Kos, the S‐score correlation between the original and the newly made KOs was computed, obtaining an estimate of the identity of the original KOs. A similar analysis was done across different strains (e.g. HOG1 original KO in S288C against HOG1 newly made KO in Y55), obtaining an estimate of the overall changes in gene deletion phenotype.

The error in determining changes in gene deletion phenotypes was estimated using two methods: first, we looked at changes between KOs that are plated multiple times in the original screening and counted the proportion of those changes over all comparisons (*q* < 0.01). Secondly, we computed changes between the original KOs and the newly made ones inside the confirmatory screening, again counting the proportion of significant changes over the total number of comparisons.

### Computer code

Most of the code used to process the data is available at the following URL: https://github.com/mgalardini/2018koyeast. The code is mostly based on the python programming language, using the following libraries: NumPy (Oliphant, 2006), v1.15.2; SciPy (Oliphant, 2007), v1.1.0; pandas (McKinney *et al*, 2010), v0.23.4; scikit‐learn (Pedregosa *et al*, 2011), v0.20.0; statsmodels (Seabold & Perktold, 2010), v0.9.0; biopython (Cock *et al*, 2009), v1.71; and DendroPy (Sukumaran & Holder, 2010), v4.4.0. Reproducibility was ensured through the use of snakemake (Köster & Rahmann, 2018), v4.7.0. Data were visualized inside Jupyter notebooks using Jupyter (Kluyver *et al*, 2016), v4.4.0, and using the Matplotlib (Hunter, 2007) and Seaborn (Waskom *et al*, 2018) plotting libraries, versions 3.0.0 and 0.9.0, respectively.

## Author contributions

PB and AT designed the study. BPB and CV ran the KO screening. MG and ASD analysed the data. BPB ran the natural isolate screening. BPB generated the new mutants and screened them. PB, AT, MG and BPB wrote the manuscript. All authors read and approved the final version.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Table EV7 Click here for additional data file.

Table EV8 Click here for additional data file.

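The tables of the authors' comparisons give a log2 fold change, a p-value and an adjusted p-value from DESeq2 for each transcript, in 3 strains with and without caffeine. The copy of Table EV8 used here holds 1999 of the 6713 transcripts of each comparison, and their log2 fold changes are identical to those of the deposited comparisons. For the comparisons in caffeine, the deposited log2 fold changes of 6389 genes differed from the recomputed ones by a median of 0.031 in YPS, 0.034 in Y55 and 0.031 in UWOP when S288C in caffeine was the reference. The median difference was 0.418, 0.420 and 0.419 when S288C without caffeine was the reference. The values in caffeine are therefore given against S288C in caffeine.
In caffeine, 2977 of 6400 genes were differentially expressed in YPS (1567 higher and 1410 lower), 3784 in Y55 (1947 higher and 1837 lower) and 3487 in UWOP (1799 higher and 1688 lower), by edgeR's quasi‐likelihood test as for the comparisons without caffeine. The paper's tables hold 3059, 3836 and 3576 genes with an adjusted p-value under 0.05 for the same comparisons. Among the genes in both analyses, 2884, 3674 and 3393 genes were differentially expressed in both, and 0 of them had opposite directions. Without caffeine, the paper's tables hold 2551 such genes in YPS, 2284 in Y55 and 2443 in UWOP, and 2290, 2015 and 2191 of them were also differentially expressed here. In at least 1 strain, 4491 genes (70.2%) were differentially expressed in caffeine. Requiring a change of at least 2-fold left 970 genes in YPS, 1380 in Y55 and 1206 in UWOP. The libraries of Y55 and UWOP in caffeine differed from each other at an adjusted p-value under 0.05 in the same number of genes as without caffeine, 4. Of the genes with an exclusiveness above 0, 159 of 237 (67.1%, 95% Wilson interval 60.9 to 72.8%) were differentially expressed in at least 1 strain in caffeine. Of those with an exclusiveness of 0, 534 of 773 (69.1%, 65.7 to 72.2%) were.
Tables EV3, EV4 and EV9 name 9 genes for caffeine, of which 4 were differentially expressed in YPS, 6 in Y55 and 6 in UWOP. The numbers were 4, 6 and 6 also when adjusted over the list alone. TOR1 (YJR066W) had 93.8 ± 19.9 CPM in S288C and was lower in YPS at 65.1 ± 6.18 CPM, in Y55 at 45.7 ± 4.70 CPM and in UWOP at 47.6 ± 2.91 CPM (SD, n = 3 each). Its log2 fold changes were −0.53, −1.04 and −0.98 (standard errors 0.12, 0.13 and 0.13), with edgeR adjusted p-values of 0.00172, 8.29e-07 and 1.99e-06. HOS4 (YIL112W) was lower by log2 fold changes of −0.37 in YPS, −0.44 in Y55 and −0.45 in UWOP, with edgeR adjusted p-values of 0.00135, 0.000188 and 0.000159. RPL43A (YPR043W) was higher in the 3 strains, with log2 fold changes of 1.15, 0.98 and 0.78, but its counts were not whole in 24 libraries and its values are uncertain. PPZ1 (YML016C) and CCS1 (YMR038C) were higher in Y55 and UWOP, with log2 fold changes between 0.30 and 0.33 and edgeR adjusted p-values of 0.0469 and 0.036 for PPZ1 and 0.032 and 0.03 for CCS1. GIS1 (YDR096W) was higher in YPS by 0.45 (edgeR adjusted p = 0.0235). MPC2 (YHR162W) was lower in Y55 by a log2 fold change of −0.47 (edgeR adjusted p = 0.0158), and CIN8 (YEL061C) was lower in UWOP by −0.38 (edgeR adjusted p = 0.034). Each of these smaller changes lost the threshold when single libraries were left out, and some lost it with another method. A loss alone does not show that the library left out made the change, since such fits also have fewer libraries. For PPZ1 in UWOP, the log2 fold change stayed between 0.30 and 0.32 in the fits without 1 library that lost the threshold. The adjusted p-value of PPZ1 was 0.239 in Y55 without Y55 caffeine 31 and 0.107 in UWOP without S288C caffeine 29, and from DESeq2 it was 0.0819 in Y55 and 0.0594 in UWOP. That of CCS1 was 0.18 in Y55 without Y55 caffeine 31 and 0.119 in UWOP without S288C caffeine 45, and from edgeR with RLE size factors it was 0.0592 in Y55 and 0.0521 in UWOP. That of GIS1 was 0.128 without YPS caffeine 46, that of MPC2 was 0.0973 without S288C caffeine 29 and 0.0781 when only the libraries of the groups compared entered the edgeR fit, and that of CIN8 was 0.141 without S288C caffeine 37. CIN8 passed the threshold in YPS with DESeq2 (adjusted p = 0.0324), with edgeR's RLE size factors (0.0398), with only the libraries of the groups compared (0.0392) and without S288C caffeine 29 (edgeR adjusted p = 0.0461) and in Y55 without Y55 caffeine 39 (edgeR adjusted p = 0.0202), and MPC2 passed it in UWOP without S288C caffeine 37 (edgeR adjusted p = 0.0144). AHC2 was not differentially expressed in any strain in caffeine. Of the other genes named by rule, ADH1 (YOL086C) was higher in all 3 strains in caffeine, with log2 fold changes of 0.97 in YPS, 1.31 in Y55 and 1.15 in UWOP and edgeR adjusted p-values of 0.000153, 3.91e-06 and 2.02e-05. MET17 (YLR303W) was higher in Y55 by a log2 fold change of 1.35 (edgeR adjusted p = 0.00456) and in UWOP by 1.12 (edgeR adjusted p = 0.0165, which was 0.0726 without S288C caffeine 37 and 0.0544 without UWOP caffeine 32). In YPS, MET17 had a log2 fold change of 0.85 and an adjusted p-value of 0.0681 from edgeR, 0.0487 from DESeq2 and 0.0117 when only the libraries of YPS and S288C in caffeine entered the edgeR fit. PDR5 (YOR153W) was higher by log2 fold changes of 1.12 in YPS, 0.84 in Y55 and 0.64 in UWOP, with edgeR adjusted p-values of 1.61e-06, 3.27e-05 and 0.000588. MAL31 (YBR298C) was higher in Y55 by 2.64 and in UWOP by 2.96 (edgeR adjusted p = 3.83e-05 and 1.33e-05) and not differentially expressed in YPS. PBS2 (YJL128C) was higher in YPS by 0.46 (edgeR adjusted p = 0.000182), and it passed the threshold in Y55 without Y55 caffeine 47 (edgeR adjusted p = 0.0324). HOG1 (YLR113W) was higher in YPS by 0.28 (edgeR adjusted p = 0.0141), with an adjusted p-value of 0.109 when only the libraries of the groups compared entered the edgeR fit and between 0.0548 and 0.0652 without S288C caffeine 29, S288C caffeine 45 or YPS caffeine 46. STE50 (YCL032W) was not differentially expressed in any strain in caffeine.
Compared with the libraries without caffeine, caffeine changed 3362 genes in S288C, 2593 in YPS, 922 in Y55 and 1771 in UWOP. When only the libraries of the strain entered the fit, the number was 117 in Y55 and 2796 in UWOP. Without library Y55 caffeine 47 it was 483 in Y55, and without library Y55 caffeine 31 it was 568. Such numbers depend on the spread between libraries as well as on the size of the response. Libraries Y55 35 and Y55 43 had an SD of log2 deviations from their group of 0.551 and 0.488, against at most 0.237 in UWOP without caffeine. The numbers therefore do not show a weaker response in Y55 than in UWOP, which was not tested. By the ranking used for the strains, the genes with the highest log2 fold change in S288C were YAT1 (YAR035W) with 6.42 and ARO9 (YHR137W) with 5.59, and those with the lowest were HO (YDL227C) with −3.59 and ENO1 (YGR254W) with −3.51. YAT1 rose from 3.73 ± 1.00 CPM to 322 ± 61.9 CPM (SD, n = 3 each; standard error of the log2 fold change 0.46, adjusted p = 2.21e-09 from edgeR's quasi‐likelihood test). Counts of ARO9 and ENO1 were not whole in 8 and 21 libraries, so their values are uncertain.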

Table EV9 Click here for additional data file.

Table EV10 Click here for additional data file.

Table EV11 Click here for additional data file.

Table EV12 Click here for additional data file.

Table EV13 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The datasets and computer code produced in this study are available as described below: All the screening data presented in the manuscript are available in Tables EV2, EV3, and EV4, as well as online at https://github.com/mgalardini/2018koyeast. Transcriptomics data: Gene Expression Omnibus GSE123118 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123118) Code used to process the data: GitHub (https://github.com/mgalardini/2018koyeast)

# Supplementary material for: The impact of the genetic background on gene deletion phenotypes in Saccharomyces cerevisiae
**Source:** Mol Syst Biol. 2019 Dec 9;15(12):e8831. doi: 10.15252/msb.20198831
**Supplement:** Supplementary file 9 — Table EV8

Table EV8: differential expression of the Y55, YPS and UWOP strains compared to S288C in physiological conditions and in the presence of caffeine

How the deposited data were processed for this re-analysis (not part of the article)

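Expression was measured by RNA sequencing in 24 libraries of the strains S288C, YPS, Y55 and UWOP, with 3 libraries per strain without caffeine and 3 in 20 mM caffeine. The authors trimmed the reads, pseudo-aligned them with kallisto and deposited the estimated counts of 6713 transcripts per library, together with effective lengths. The effective length was used only for the alternative with length offsets. The authors' files also hold TPM values, which kallisto had made by dividing the estimated counts by effective length and scaling each library to the same total, and these were not used. The authors also deposited 6 tables of their DESeq2 comparisons of each strain with S288C, which hold a log2 fold change with its standard error, a p-value and an adjusted p-value per transcript, and a mean over all libraries of counts divided by DESeq2's size factors.

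From the estimated counts, rounded to whole numbers, each comparison was computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by edgeR's filter on low counts over the 8 groups, which left 6400, and libraries were scaled with TMM factors. The quasi-likelihood test was run on 1 fit of all 24 libraries with 1 coefficient per group and no other covariate. Adjusted p-values are from the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are those that edgeR gives for the TMM-scaled library sizes. A group with at most 3 counts in each of its libraries was treated as being at the floor, and a fold against it was computed against 3 counts as a lower bound. Intervals of shares are 95% Wilson intervals. The method was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed among 6713. Of 6352 genes tested there, 93% of those changed 2-fold and 29% of those changed 1.5-fold were called at the threshold, and 4.69% of the calls were unchanged genes. The simulation gave every gene the same dispersion and changed far fewer genes than were differentially expressed between the strains here. Its shares therefore hold for its own setting and do not measure the sensitivity of these comparisons. Small changes can still be missed with 3 libraries per group.

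The comparisons were each strain against S288C without caffeine and in caffeine, caffeine against no caffeine in each strain, and the difference of each strain's caffeine response from that of S288C as an interaction term. With 3 libraries against 3, an exact permutation test cannot give a 2-sided p below 0.1. Genes named in the text follow a rule set before the data were examined. It takes the genes with the highest and lowest log2 fold changes among differentially expressed genes with a mean of at least 10 CPM, more than 3 counts in each library compared and, except for the interactions, no overlap between the libraries. It also takes the 10 genes of Fig 2D, MET17, HOG1, PBS2, STE50, PDR5 and ADH1, which are some but not all of the genes that the paper's text names, the genes whose symbol starts with MAL, the 9 genes that Tables EV3, EV4 and EV9 list for caffeine, and genes that check the strain labels. Genes named outside this rule are said to be so. The alternatives were DESeq2 1.42.0, edgeR's RLE size factors, no filter on low counts, offsets from the effective lengths, a fit of only the groups compared, an adjusted p-value under 0.01, a change of at least 2-fold, the authors' own calls for the shares of genes by exclusiveness, all tested genes for the medians per chromosome, and leaving out each library in turn. Gene names are from the R64 gene table, which matched 6026 of the 6713 identifiers, 6021 of them with identical length. The paper's text does not name the annotation release, so no coordinates are given.

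A list of 10 glucose-repressed genes and lists of 6 a-specific and 4 alpha-specific genes were compared with 10000 random lists of the same size matched on mean expression. Simulated unchanged groups were compared with shared S288C libraries to give the correlations that shared controls alone produce. For each interaction, 99 sets of counts were also made in which both strains had the mean of the 2 responses, with the deviations of the 12 libraries from their group means, enlarged by the square root of 1.5, moved at random among the libraries. The test of overlap between exclusiveness and expression was left out because the copy of Table EV6 is incomplete.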

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

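The tests of library depth, GC content, gene length, abundant genes and shared reads were set before their results were seen, and the tests of the strain markers and the nearest group, of a single mislabelled library, of exchanged libraries and of the libraries' own deviations were chosen after. The response to caffeine differed from that of S288C, by edgeR's interaction term, in 819 genes in YPS, 1860 in Y55 and 1418 in UWOP at an adjusted p-value under 0.05, and in 2239 genes in at least 1 strain. The difference between 2 responses is the reason for a closer look. The paper reports the expression of the strains in caffeine in Table EV8 and does not report this difference. In YPS, the gene with the highest interaction was YHB1 (YGR234W), with a log2 value of 4.98 (standard error 0.23, adjusted p = 2.33e-11 from edgeR), and the lowest was DPI8 (YJL133C-A), with −4.21 (standard error 0.76, adjusted p = 0.00108 from edgeR). In Y55 they were HO (YDL227C), with 3.30 (standard error 0.22, adjusted p = 1.36e-08 from edgeR), and INO1 (YJL153C), with −4.84 (standard error 0.81, adjusted p = 0.000305 from edgeR). In UWOP they were TDH1 (YJL052W), with 3.92 and counts that are uncertain because they were not whole in 24 libraries, and INO1, with −4.39 (standard error 0.80, adjusted p = 0.000894 from edgeR).

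Several technical sources of the 2239 genes were tested. With every library thinned to the smallest total, 2009 genes were still found, which argues against depth as the whole cause. With each library's trend on GC content as an offset, 2414 of the 5865 genes with a GC value were found, against 2147 of the same genes without the offset, and with the trend on gene length 2303 were found. Both argue against these trends as the whole cause. Without the 15 genes that were among the 10 most abundant of any library, 2198 genes were found, against 2229 of the same genes before. Among the 5029 genes whose counts were whole in all 24 libraries, 35.2% were found, against 35.0% of all genes, which argues against shared reads as the whole cause. Whichever of the 24 libraries was left out, at least 1710 genes were found, which argues against a single mislabelled library as the whole cause. Of the 24 libraries, 22 were nearest to the other libraries of their own group, and Y55 27 and Y55 43 were nearest to UWOP without caffeine, a group from which Y55 differed in 4 genes. With Y55 and UWOP counted as 1, 24 of 24 libraries were nearest to the group of their own label. This argues against libraries exchanged between S288C, YPS and the pair of Y55 and UWOP, or between treatments. LYS2 had at most 2 counts in S288C and at least 1571 in the other strains, which sets S288C apart. URA3 had at least 13147 counts in YPS and at most 2341 outside YPS, so it sets only YPS apart. Libraries exchanged between Y55 and UWOP are argued against as the cause only because these labels differed in 4 genes, and whether both labels hold 1 background is left open. STE2 had at most 4.11 CPM without caffeine and at least 5.78 CPM in caffeine. These limits were taken from the same libraries, so STE2 does not test the labels of the treatments.

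Splits of the 12 libraries of each interaction into 4 groups of 3 were drawn to ask how often another grouping gives as many genes. For YPS, 12 of 100 splits gave at least 819 genes, for Y55 3 of 100 gave at least 1860, and for UWOP 6 of 100 gave at least 1418. These splits also move libraries between strains and between treatments, so that the differences between strains and between treatments enter the splits themselves, and nothing is concluded from them. In a further test, both strains were given the same response, and the deviations of the 12 libraries from the means of their groups were moved at random among the libraries. In each of the 3 interactions, 1 of 100 draws, the real one, gave as many genes, and the largest other number was 397, in Y55. This argues against the spread between libraries of a group as the cause. The numbers also rest on single libraries. In YPS, the number was 1293 without S288C caffeine 37, 523 without S288C caffeine 45 and 536 without YPS caffeine 30. A biological difference between the strains in their response to caffeine, which the design names, stays open as untested. The comparisons of the 3 strains share the S288C libraries. Simulated unchanged strains gave correlations across genes of 0.493, 0.502 and 0.508 between interactions, and 0.60, 0.56 and 0.76 were observed. Without true differences, the sharing alone fixes the simulated values. They therefore do not tell how much of the observed correlations it made. The tests of Y55 and UWOP are not independent of each other, since their libraries differed in 4 genes.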

How the results depend on the processing

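No paired analysis was made, because the labels give each library its own number, from 25 to 48, no number is shared between groups and the labels state no pairing. The numbers run through the groups in a repeating order. In Y55 and UWOP, the lowest URA3 counts were in Y55 27, Y55 caffeine 31, UWOP 28 and UWOP caffeine 32. Cultures matched by this order therefore stay open, and no fit with such blocks was run. All alternatives named here except those for Y55 against UWOP were set before the data were examined. Under DESeq2, edgeR's RLE size factors, length offsets and no filter on low counts, every number of differentially expressed genes stayed within 1.5 times its value, and the authors' own calls gave shares of genes by exclusiveness within the intervals. Other scalings moved the median log2 fold change of a comparison by at most 0.06, and the share of higher genes by less than 10 percentage points. The largest of these moves brought it from 58.9% with TMM to 50.7% with RLE size factors in Y55 without caffeine.

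Requiring a change of at least 2-fold lowered every number, as a stricter threshold must. Against S288C, it left 851 genes in YPS, 801 in Y55 and 844 in UWOP without caffeine and 970, 1380 and 1206 in caffeine. It left 1226 genes in at least 1 strain without caffeine. For caffeine against no caffeine, it left 1057 genes in S288C, 652 in YPS, 230 in Y55 and 410 in UWOP, and for the interactions 271 in YPS, 628 in Y55 and 435 in UWOP. An adjusted p-value under 0.01 left 410 genes for caffeine in Y55, 947 for caffeine in UWOP, and 360, 989 and 640 for the interactions of YPS, Y55 and UWOP. With only the libraries of the groups compared in the fit, the numbers were 3628 against 2343 for UWOP without caffeine, 117 against 922 for caffeine in Y55 and 2796 against 1771 for caffeine in UWOP, and the cause was not tested.

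For the shares of genes differentially expressed in at least 1 strain, without caffeine, an adjusted p-value under 0.01 gave 38.0% for an exclusiveness above 0 and 35.4% for an exclusiveness of 0, and a change of at least 2-fold gave 14.3% and 12.5%. In caffeine, these were 51.9% and 52.9%, and 22.8% and 20.8%. The median log2 fold change of chromosome XIV in UWOP without caffeine was 0.069 with all tested genes and 0.072 with genes of at least 10 CPM, and the cause was not tested.

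Leaving out each library in turn gave the following ranges. Against S288C without caffeine, the numbers ranged from 2017 to 2651 in YPS, from 1737 to 2297 in Y55 and from 1891 to 2041 in UWOP, and from 2878 to 3743 in at least 1 strain. In caffeine, they ranged from 2500 to 3101 in YPS, from 3305 to 3814 in Y55 and from 3021 to 3596 in UWOP. For caffeine against no caffeine, they ranged from 2920 to 3403 in S288C, from 2000 to 2867 in YPS, from 483 to 1118 in Y55 and from 1217 to 1375 in UWOP. In Y55, the lowest was without Y55 caffeine 47, and 568 genes were left without Y55 caffeine 31. For the interactions, they ranged from 523 to 1293 in YPS, from 1434 to 2186 in Y55 and from 973 to 1938 in UWOP, where the highest of each was without S288C caffeine 37. In YPS, the lowest was without S288C caffeine 45, and 536 genes were left without YPS caffeine 30. The shares without caffeine ranged from 41.4 to 54.9% for an exclusiveness above 0 and from 42.3 to 59.1% for an exclusiveness of 0, and those in caffeine from 57.0 to 70.9% and from 60.2 to 70.2%. The medians of the chromosomes farthest from 0 ranged from −0.12 to −0.07 in YPS, from −0.11 to −0.05 in Y55 and from 0.068 to 0.088 in UWOP. For Y55 against UWOP, chosen after the data were seen, the numbers stayed at 4 without caffeine and from 4 to 5 in caffeine, the highest without Y55 caffeine 31.

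For the single genes named by rule, 151 results were followed. Under the fits that left out 1 library, 838 values kept their direction and side of the threshold, 66 lost the threshold, 7 passed it and 31 changed sign, and under the other alternatives 712 kept both, 22 lost the threshold, 9 passed it and 12 changed sign. The 22 were of MET5 and MAL11 in YPS and of HOC1, HOG1, PBS2, STE50 and MAL12 in Y55 without caffeine, and of HOG1 in YPS, PPZ1 and CCS1 in Y55 and UWOP and MPC2 in Y55 in caffeine. The 9 were of CEM1 in YPS and of MET5, MMM1 and HOG1 in UWOP without caffeine, and of CIN8 and MET17 in YPS in caffeine. Every value that changed sign was of a gene that was not differentially expressed in that comparison, and none passed the threshold. With DESeq2, the log2 fold changes against S288C without caffeine that changed sign were −0.026 for PET130, −0.027 for SNX4 and −0.012 for ADH1 in UWOP and −0.057 for CHL1 in Y55, and with edgeR's RLE size factors they were −0.026, −0.027, −0.012 and −0.050. With length offsets, CHL1 had −0.0017 and ADH1 had 0.019 in Y55, and with only the libraries of the groups compared, SNX4 had −0.0014 in UWOP and CHL1 had −0.025 in Y55, and the cause was not tested. Across the fits that each left out 1 library, the log2 fold changes without caffeine that crossed 0 ranged from −0.091 to 0.016 for CHL1, from −0.18 to 0.052 for MMM1, from −0.034 to 0.34 for RPL17B, from −1.12 to 0.17 for MET17 and from −0.039 to 0.37 for MAL13 in YPS. In Y55, they ranged from −0.16 to 0.10 for CHL1, from −0.13 to 0.042 for RPL17B, from −0.20 to 0.0037 for MET17, from −0.18 to 0.087 for ADH1 and from −0.16 to 0.35 for MAL33. In UWOP, they ranged from −0.033 to 0.049 for PET130, from −0.051 to 0.077 for SNX4, from −0.0074 to 0.21 for MET17, from −0.036 to 0.11 for ADH1 and from −0.16 to 0.068 for MAL33. In caffeine, AHC2 in Y55 ranged from −0.0071 to 0.27 and MAL11 in YPS from −0.052 to 0.22. Counts of MAL12, MAL32 and MAL33 in 24 libraries and of MAL11 in 12 were not whole.

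Other splits of the same libraries were fitted to ask how often they give as many genes. For each of the comparisons of 3 libraries with 3, 1 of the 10 splits, the real one, gave as many genes, a share that this design cannot bring below 0.1. The largest number from another split was 519, for caffeine in Y55. For the genes differentially expressed in at least 1 strain without caffeine, 1 of 100 splits gave as many as 3467, and the largest other number was 1520. The results are limited to changes that 3 libraries per group can show. In simulated counts with the same dispersion for every gene, 29% of genes changed 1.5-fold and 93% of genes changed 2-fold passed the threshold. These shares hold for that setting and do not measure the sensitivity of the comparisons here.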

Other observations

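The tests of swapped libraries, of the strain markers, of the direction shared by 3 strains, of the libraries Y55 43 and S288C caffeine 37 and of the mating-type lists were chosen only after the result was seen.

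The libraries labelled Y55 and UWOP were close to each other. They differed at an adjusted p-value under 0.05 by edgeR's test in 4 genes without caffeine and in 4 genes in caffeine, and in 245 genes at an unadjusted p-value under 0.05 without caffeine. All other pairs of strains differed in between 1256 and 2440 genes without caffeine. The 4 genes, chosen after their values were seen, are R0010W, R0020C, R0030W and R0040C. They had between 920 and 16863 counts in the 6 Y55 libraries, at most 34 in the UWOP libraries, and at most 5 in the S288C libraries and 2 in the YPS libraries. Their identifiers are not in the R64 gene table, and in yeast nomenclature identifiers that start with R are those of a plasmid, so a candidate explanation is that this plasmid was present in the Y55 cultures only, which was not tested. Single libraries swapped between both labels are argued against, since 6 of the 6 Y55 libraries had a higher sum over these genes than every UWOP library, but these genes were chosen because they differ between the labels, so this says nothing about the labels of both groups as a whole. Genes with at most 3 counts in all 6 libraries of one strain and at least 30 in all 6 of the other numbered 0 between Y55 and UWOP, and between 31 and 47 in every other pair of strains. This count of 0 is consistent with 1 genetic background behind both labels, that is, with mislabelled cultures, and closely related backgrounds would give it as well. Both stay open. The paper treats Y55 and UWOP as separate backgrounds, and the expression values cannot say whether this holds for its deletion libraries.

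The genes that check the strain labels were counted in every library. The S288C libraries had at most 2 counts of LYS2, 5 of LEU2 and 2 of URA3, and between 1018 and 4754 of MET17. They had between 1693 and 4201 counts of HIS3, which was thus not near the floor. The labels name this strain BY4742, while the paper's methods name BY4741 for S288C. MATa libraries are named in the paper's methods, while all 24 libraries had at least 1868 counts of STE3 and 8803 of MF(ALPHA)1, which are alpha-specific. Counts of STE3 were not whole in 24 libraries. URA3 differed within groups: it had 1 count in UWOP 28, against 2114 in UWOP 36 and 1838 in UWOP 44, and 1 count in UWOP caffeine 32, against 885 in UWOP caffeine 40 and 1057 in UWOP caffeine 48. In Y55, it had between 41 and 1414 counts without caffeine and between 10 and 2341 in caffeine. URA3 had whole counts in 24 libraries, which argues against shared reads. The 4 libraries with the lowest URA3 count in these groups were Y55 27, Y55 caffeine 31, UWOP 28 and UWOP caffeine 32. LYS2 had at least 1571 counts in 4 of the 4, which argues against a library of S288C. Their URA3 counts were also far below YPS, where URA3 had at least 13147. The libraries were chosen for low URA3, so this could not come out otherwise. The 4 genes of Y55 were chosen because they differ between Y55 and UWOP, so they do not test an exchange between these labels. Another culture or clone of the same strain stays open. No biological explanation was tested.

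Lists of a-specific and alpha-specific genes were looked at after the counts of STE2 were seen to rise in caffeine. The median log2 change of the a-specific list in caffeine was 2.97 in S288C (6 genes), 2.20 in YPS, 0.96 in Y55 and 1.60 in UWOP (5 genes each, MFA1 being at the floor), which was above 100%, 99.81%, 98.84% and 99.63% of 10000 random lists of the same size matched on expression. This argues against a change shared by genes of the same expression level. The alpha-specific list had medians of −1.60, −1.17, −0.50 and −0.78. Its gene SAG1 was not differentially expressed in Y55 and UWOP, with log2 changes of 0.11 and 0.21 (edgeR adjusted p = 0.779 and 0.521). Cells of mating type a in the caffeine cultures stay open, since the largest MFA1 count in the caffeine libraries of YPS, Y55 and UWOP was 3, which a variant of this gene in these strains would give as well, so these cannot be told apart.

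At most 3 counts in all 6 libraries of a strain, with at least 30 in every S288C library, were found for 32 genes in YPS, 38 in Y55 and 39 in UWOP, and for 53 in at least 1 strain. Of these, 18 were shared by the 3 strains, and 36 by Y55 and UWOP. By R64 positions, 29 of 48 such genes (60.4%) were within 30 kb of a chromosome end, against 272 of 5506 other genes (4.94%; Fisher's exact test, 2-sided p = 2.35e-25). Several of these genes are neighbours, such as ARR1, ARR2 and ARR3, or similar copies, such as ASP3-1 and ASP3-2. The test treats them as independent, so its p-value overstates the evidence. The genes may be lost from these strains, or may differ from the reference transcripts so that their reads did not align, and this was not tested apart.

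Libraries YPS 42, Y55 35, Y55 43 and S288C caffeine 37 stood farthest apart from the other libraries of their groups, with an SD of log2 deviations of 0.575, 0.551, 0.488 and 0.467 across genes with at least 10 CPM, against at most 0.388 in the others. In Y55 35 and YPS 42, the medians of a list of 10 glucose-repressed genes were 0.57 and 0.75 above the other libraries, above 99.88% and 99.94% of 10000 random lists matched on expression, which is consistent with a later growth stage or less glucose in these cultures. Across genes, which are not independent replicates, the deviations correlated with the caffeine response of UWOP with a Pearson's r of 0.297 for Y55 35 and 0.377 for YPS 42. For YPS 42, a change resembling the response to caffeine stays open with the release of glucose repression, and for Y55 35 the r of 0.297 does not decide. In Y55 43 and S288C caffeine 37, the medians of the list were −0.54 and −0.27, above 0.13% and 2.93% of the random lists. For S288C caffeine 37, this argues against a release of glucose repression. The r with the caffeine response of UWOP was −0.158 for Y55 43. For S288C caffeine 37, the differences from 1 of the other 2 libraries correlated across genes with the caffeine response of the remaining library with a mean Pearson's r of −0.489, which is consistent with a weaker response to caffeine in this culture. The deviations of Y55 43 are taken from a mean that includes Y55 35, so these 2 are not independent. Nothing is therefore concluded from the median and the r of Y55 43. S288C caffeine 37 had a chi-square per degree of freedom of 169 and 193 against the other libraries of its group, against 127 and 104 for Y55 35. For YPS 42 the values were 319 and 244. Y55 43 had only 28.9 against Y55 27, so by this measure it stood apart from Y55 35 alone.

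Of the genes with whole counts in all 24 libraries that differed at least 2-fold from S288C, in the same direction in all 3 strains without caffeine, 69.1% were higher with DESeq2, 69.7% with RLE size factors and 73.4% with TMM. Variants against the reference transcripts would lower counts in the 3 strains, and no scaling used here moves a gene by 2-fold, so these shares argue against such variants as the whole cause of these larger changes. The design cannot exclude them for the lower genes and for the smaller changes. With genes of at least 10 CPM, no chromosome had a median log2 fold change beyond −0.09 in YPS, −0.09 in Y55 and 0.07 in UWOP, relative to all genes.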
